# Prolactin Receptors and Placental Lactogen Drive Male Mouse Pancreatic Islets to Pregnancy-Related mRNA Changes

**DOI:** 10.1371/journal.pone.0121868

**Published:** 2015-03-27

**Authors:** Lotte Goyvaerts, Katleen Lemaire, Ingrid Arijs, Julien Auffret, Mikaela Granvik, Leentje Van Lommel, Nadine Binart, Peter in’t Veld, Frans Schuit, Anica Schraenen

## Abstract

Pregnancy requires a higher functional beta cell mass and this is associated with profound changes in the gene expression profile of pancreatic islets. Taking *Tph1* as a sensitive marker for pregnancy-related islet mRNA expression in female mice, we previously identified prolactin receptors and placental lactogen as key signalling molecules. Since beta cells from male mice also express prolactin receptors, the question arose whether male and female islets have the same phenotypic resilience at the mRNA level during pregnancy. We addressed this question *in vitro*, by stimulating cultured islets with placental lactogen and *in vivo*, by transplanting male or female islets into female acceptor mice. Additionally, the islet mRNA expression pattern of pregnant prolactin receptor deficient mice was compared with that of their pregnant wild-type littermates. When cultured with placental lactogen, or when transplanted in female recipients that became pregnant (day 12.5), male islets induced the ‘islet pregnancy gene signature’, which we defined as the 12 highest induced genes in non-transplanted female islets at day 12.5 of pregnancy. In addition, serotonin immunoreactivity and beta cell proliferation was also induced in these male transplanted islets at day 12.5 of pregnancy. In order to further investigate the importance of prolactin receptors in these mRNA changes we used a prolactin receptor deficient mouse model. For the 12 genes of the signature, which are highly induced in control pregnant mice, no significant induction of mRNA transcripts was found at day 9.5 of pregnancy. Together, our results support the key role of placental lactogen as a circulating factor that can trigger the pregnancy mRNA profile in both male and female beta cells.

## Introduction

Plasticity of the functional beta cell mass is a key mechanism to adjust insulin stores and rates of secretion to the needs of the organism in order to maintain normal glucose homeostasis. Adaptations of the beta cell occur at various ranges of time. First, nutrients and incretin hormones stimulate insulin secretion during a meal acutely [1]. Furthermore, chronic glucose [2–4] and incretin hormone [5, 6] stimulation determines the future secretory beta cell response and beta cell mass. In addition, long-term adaptations of beta cells occur in physiological (pregnancy) and pathophysiological conditions (obesity, acromegaly) [7, 8].

During pregnancy, the daily insulin demand of the mother increases in order to sustain fetal growth. This rising insulin demand is accommodated via structural and functional adaptations of the endocrine pancreas leading to a larger beta cell mass, enhanced insulin production and intensified insulin release [9]. To gain a better insight into the molecular mechanisms that regulate these beta cell adaptations, several laboratories performed mRNA expression profiling on islets of Langerhans isolated from non-pregnant and pregnant mice and found that the expression of a large set of genes changed during pregnancy [10–13]. For *Tph1*, encoding the rate-limiting enzyme of serotonin biosynthesis, a more than 20-fold upregulation was found and this could be mimicked in tissue culture by addition of placental lactogen (PL) [11]. PL plays a pivotal role in the islet adaptations during pregnancy and this situation can be mimicked by intra-islet secretion in RIP-mPLI transgenic mice [14]. Moreover, the onset of PL secretion occurs at the same time as the detection of the earliest adaptations of the beta cell [9, 15, 16].

Using a prolactin receptor (PRLR) heterozygous mouse model, Huang and co-workers demonstrated that PRLRs play a key role in the islet adaptations during pregnancy [17]. Moreover, this receptor mediates the actions of prolactin and PL. Multiple isoforms of this membrane-anchored receptor have been identified [18]. In mice, the PRLR is expressed as three short (PRLR-_S_1, PRLR-_S_2 and PRLR-_S_3) and one long isoform (PRLR-_L_) [19], but species differences exist for the number and length of the isoforms. For example, in rat, there is a short, an intermediate and a long isoform. In addition, sexual dimorphism is reported for PRLR expression in rat liver: livers of females have higher PRLR levels than those of males [20]. In contrast, male and female rat islets exhibited a similar expression of the long isoform of PRLR which is the predominant form expressed in rat islets [21].

In the present work we addressed the question if male islets have the intrinsic capacity to undergo the same changes in mRNA expression as compared to female islets during pregnancy. To our knowledge no information is currently available about the expression levels of the different PRLR isoforms in male mouse islets. In this study we show that male islets express mRNA of the four PRLR isoforms at the same intensity as female islets isolated from non-pregnant mice. Furthermore, we provide evidence for the induction of a largely overlapping mRNA expression change in islets of both sexes when islets are transplanted into females that are made pregnant. Furthermore, we analysed the importance of the PRLR for these changes in mRNA expression in two situations (a) *in vitro* exposure of cultured islets to PL and (b) the phenotypic changes during pregnancy of islets isolated from *Prlr* ^+/+^ and *Prlr* ^-/-^ *mice*.

## Materials and Methods

### Ethics statement

All experiments with laboratory animals were approved by the Ethical Committee Laboratory Animals (ECD) at the KU Leuven (permit numbers: p088/2008 and p124/2012) and the local ethic committee Consortium des Animaleries Paris Sud (CAPSud) (N°2012–021). The KU Leuven laboratory has the Belgian Governmental license for small animal experiments LA1210234. The animal facility in Paris was granted approval (N°C94-043-12), given by the French Administration (Ministère de l’Agriculture). Institutional guidelines for animal welfare and experimental conduct were followed.

### Animals

Islets of Langerhans were collagenase-isolated as previously described [22]. For islet transplantation female C57BL/6J mice (8–12 weeks old) were fasted overnight and intraperitoneally injected with a single dose of streptozotocin (150 mg/kg body weight) (Sigma Aldrich Chemie GmbH, Deisenhofen, Germany). When their random fed blood glucose value was above 250 mg/dl after 3 days, they were anesthetized by intraperitoneal injection of nembutal (0.01 ml/mg body wt) (Ceva, Brussels, Belgium). The left kidney was exposed through a lumbar incision and these acceptor mice were given ± 400 fresh islets of ± 12-week-old mice under the kidney capsule. The day of vaginal plug was designated as day 0.5 of pregnancy (P0.5).

Because *Prlr* ^-/-^ female mice are sterile, we treated P0.5 pregnant mice with 5 mg progesterone pellets with biodegradable carrier binder (Innovative Research of America, Toledo, OH) as this rescues the phenotype of zygote implantation [23]. It was reported before that progesterone levels in pregnant *Prlr* ^-/-^ progesterone pellet treated mice are similar to wild type pregnant *Prlr* ^+/+^ mice [23]. Because there is an increasing number of resorption sites in the *Prlr* ^-/-^ progesterone-treated mice at day 12.5 of pregnancy (P12.5) [23], we compared islet gene expression of pregnant *Prlr* ^+/+^ mice and pregnant progesterone-treated *Prlr* ^-/-^ mice at day 9.5 of pregnancy (P9.5) instead of P12.5. The mice from the *Prlr* ^-/-^ strain that were used for experiments were 13 to 20 weeks old.

### Islet monolayers

Extracellular matrix-coated (ECM) plates were produced as previously described [24]. Isolated islets were seeded in these ECM coated plates and were cultured for 7 days in RPMI medium (10% [vol./vol.] decomplemented FCS, 100 U/ml penicillin, 100 μg/ml streptomycin, 4 mmol/l glutamax) to form monolayers. On day 7, these islet monolayers were stimulated with 0 or 500 ng/ml ovine PL (oPL) (Prospec, Ness Ziona, Israel).

### RNA extraction

Total RNA from mouse islets was extracted using a kit (Absolutely RNA microprep; Stratagene, La Jolla, CA, USA) and quantity and quality were determined using a spectrophotometer (ND-1000; NanoDrop Technologies, Wilmington, DE, USA) and a bioanalyzer (2100; Agilent, Waldbronn, Germany), respectively. To obtain total RNA of gastrocnemius muscle, liver, uterus and seminal vesicle TRizol Reagent (Gibco BRL, Carlsbad, CA) was used according to the manufacturer's protocol.

### Microarray analysis

To analyse transplanted and *Prlr* ^-/-^ and *Prlr* ^+/+^ islets, total RNA (100 ng) was used to hybridise the arrays (MoGene_1.0_ST; Affymetrix) according to manufacturer’s manual 701880Rev4 as described in [22].

The Affymetrix data were analyzed in R (version 2.12.2, http://www.r-project.org/). The raw data (.CEL files) were preprocessed with robust multichip analysis [25] using the implementation in the aroma.affymetrix R package [26]. The microarray data were deposited in the Gene Expression Omnibus repository under accession numbers GSE59141 and GSE59143. For comparative analysis, linear models for microarray data [27] was performed, based on moderated t-statistics with Benjamini-Hochberg false discovery rate (FDR) correction (adjusted p-value) [28].

When comparing male and female islet grafts in non-pregnant or pregnant condition and islets of *Prlr* ^-/-^ or *Prlr* ^+/+^ mice in non-pregnant condition, all probe sets present on the MoGene_1.0_ST array were analysed. When comparing islet grafts from non-pregnant and pregnant (P12.5) mice 163 probe sets of genes, which are known to be significantly altered at P12.5 [10], were analysed. To identify genes that differ between islets of *Prlr* ^-/-^ and *Prlr* ^+/+^ mice at P9.5, 248 probe sets of genes, which are known to be significantly altered at P9.5 [10], were analysed.

### Hierarchical clustering with heat map

MultiExperiment Viewer (MEV), which is part of the TM4 Microarray Software Suite, was used to perform hierarchical clustering and to generate heat maps with the Log2 expression values or with mean centering (= value–mean of gene) for each gene [29]. The parameters used for the hierarchical clustering were the Euclidean distance and the average linkage method.

### Quantitative RT-PCR

Following cDNA synthesis using a reverse transcriptase kit (RevertAid H Minus; Fermentas, St Leon-Rot, Germany), quantitative RT-PCR (Absolute QPCR mix; Abgene-Thermo Fisher Scientific, Waltham, MA, USA) was performed on a Rotorgene (Corbett Research, Mortlake, NSW, Australia) to estimate mRNA expression of different genes. The relative mRNA expression levels were calculated with the Pfaffl method [30] and *RNA polymerase II* (*Polr2a*) was used for normalisation. For primers and probes see S1 Table. For *Tph2* we used the Taqman gene expression assay Mm00557717_m1 (Applied Biosystems, Carlsbad, CA, USA).

### Immunohistochemistry

Islet grafts were fixed in 4% (wt/vol.) paraformaldehyde and incubated with rabbit anti-serotonin (Immunostar, Hudson, WI, USA) and guinea pig anti-insulin (a gift of Dr. C. Van Schravendijk, Brussels, Belgium). Binding of primary antibodies was visualized with anti-rabbit Cy3 and anti-guinea pig fluorescein isothiocyanate (Jackson Immunoresearch, West Grove, PA, USA) and examined with a fluorescence microscope (Nikon, Brussels, Belgium) and NIS-elements imaging software (Nikon, Brussels, Belgium).

### Beta cell proliferation

Paraffin sections were incubated with monoclonal antibody Ki-67 (Mki67; Acris Antibodies, Hiddenhausen, Germany)) and guinea pig anti-insulin (a gift of Dr. Van Schravendijk, Diabetes Research Center, Vrije Universiteit Brussel, Brussels) [31]. Biotinylated anti-guinea pig and anti-rabbit Ig were used in combination with streptavidin horseradish peroxidase and alkaline phosphatase complex to detect binding. Diaminobenzidine and fuchsin-plus were used as substrates (all reagents from Dako, Glostrup, Denmark). Quantification of insulin and MKi67-insulin double positive cells was performed with a Zeiss microscope at ×400 magnification.

### Statistics

Statistical analysis was performed on experiments with n ≥ 3 animals/samples. Because the control and oPL-treated islets were isolated from the same animals, paired student’s t-tests (p < 0.05) were performed to determine, together with a fold change (FC) ≥ 2, the significant differences between these two groups. For the other quantitative RT-PCR experiments statistical significance was determined by unpaired Student’s t-test or Welch t-test depending on the variance (p < 0.05). For the microarray analysis a fold change (FC) ≥ 1.5 and p < 0.05 (FDR 5%) was used to define significance.

## Results

### Identification of a 12-gene signature for pregnancy in islets

To identify a gene signature for pregnancy we departed from our previous work where we identified 415 differentially expressed genes during pregnancy [10]. From this gene pool, 163 genes were significantly (P < 0.001) altered at day 12.5 of pregnancy (P12.5) when compared to non-pregnant controls (S1 Fig.) [10]. For further analysis in this study, we focused on the twelve most induced protein-encoding genes at day 12.5 of pregnancy, with the omission of *Fam70a* as this was still a predicted gene at the time we started our analysis. As can be seen in Fig. 1, quantitative RT-PCR analysis confirmed pregnancy-related upregulation of the mRNA expression for all 12 selected genes. Throughout this study we will refer to this set of 12 genes as the ‘islet pregnancy gene signature’.

**Fig 1:**
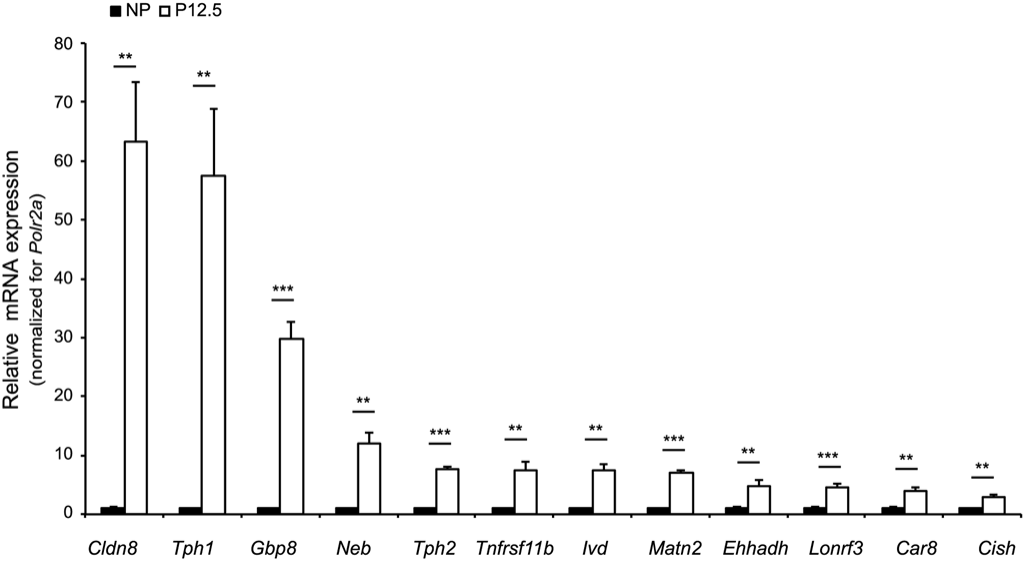
‘Islet pregnancy gene signature’ of pancreatic islets. mRNA expression of 12 genes in islets of non-pregnant female mice (NP, black bars) and at pregnancy day 12.5 (P12.5, white bars). Expression was determined via quantitative RT-PCR. The results are normalized to housekeeping gene *Polr2a* and expressed relative to the data obtained for non-pregnant islets (average = 1 for NP). Data are mean ± SEM (*n* = 5–6). *p<0.05, **p<0.01 and ***p<0.001 for difference between NP and P12.5 condition.

### Placental lactogen induces the ‘islet pregnancy gene signature’ in both male and female cultured islets

Because circulating PL plays a central role in the regulation of the islet function during pregnancy [16], we next investigated the role of PL in the induction of the ‘islet pregnancy gene signature’ in islets. Isolated islets were cultured for seven days on ECM-coated plates to form monolayers whereafter they were treated for 24 hours with 0 or 500 ng/ml oPL. Via quantitative RT-PCR, we tested all twelve genes of the ‘islet pregnancy gene signature’ in female islets isolated from non-pregnant mice and observed a significant (P<0.05 and FC ≥ 2) upregulation for 9 of the 12 genes (Fig. 2). Moreover, except for *Car8*, which did not meet the criterion of a FC ≥ 2 (Fig. 2K), the mRNA signals of the remaining eight genes were also significantly upregulated in oPL-treated islets isolated from male animals. The expression of *Matn2*, *Ehhadh* and *Lonrf3* in female as well as in male oPL-treated islets had the tendency to increase, but did not reach statistical significance (Fig. 2). These data indicate that the mRNA expression profiles of male and female islets have a similar response to oPL treatment.

**Fig 2:**
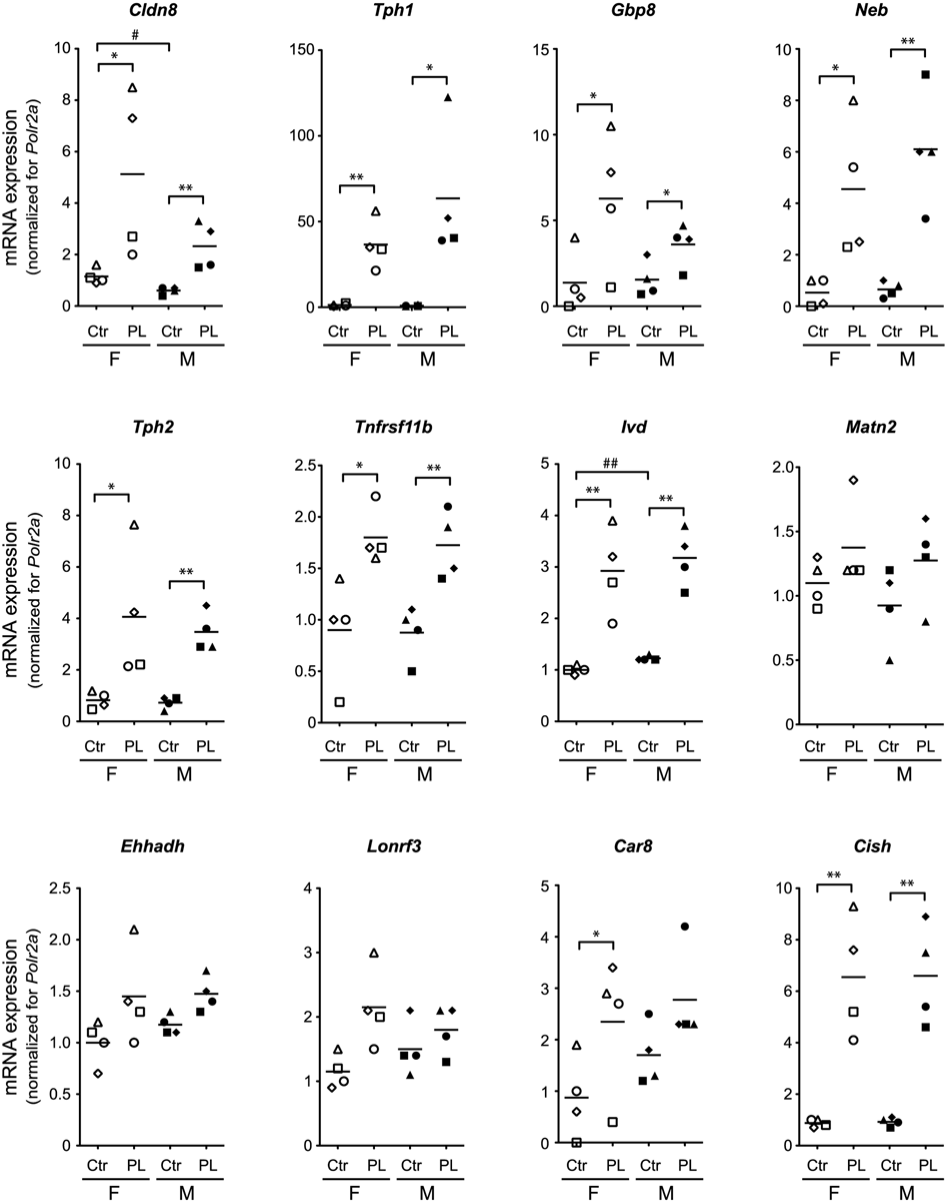
Placental lactogen induces the ‘islet pregnancy gene signature’ in cultured male and female islets. Effect of 24 h 500 ng/ml oPL on *Cldn8*, *Tph1*, *Gbp8*, *Neb*, *Tph2*, *Tnfrsf11b*, *Ivd*, *Matn2*, *Ehhadh*, *Lonrf3*, *Car8* and *Cish* in islets cultured as monolayers after isolation from non-pregnant female (F, white symbols) and male (M, black symbols) mice. The mRNA expression was determined via quantitative RT-PCR. The results are normalized to *Polr2a*, expressed relative to the data obtained for 1 sample of non-treated female islets. Each experiment (*n* = 4) is shown as a different symbol (rhombus, triangle, circle and square) and the mean is shown as a black line. Eight of the 12 tested genes could be induced (p<0.05 and FC≥2) in male and female islets with oPL treatment. *Matn2*, *Lonrf3* and *Ehhadh*, however, could not be induced by oPL in islets cultured as monolayers. For *Car8* the induction was only significant for female islets. *p<0.05, **p<0.01 and ***p<0.001 for increased expression in treated conditions compared to non-treated controls, as analysed by paired t-test and FC≥2. #p<0.05 and ##p<0.01 for difference between female and male islets (unpaired student’s t-test).

### The ‘islet pregnancy gene signature’ in transplanted female and male islets

We next studied the capacity of male islets to undergo a pregnancy-related phenotypic switch *in vivo*, using a transplantation model in which male donor islets were transferred to a streptozotocin-induced diabetic female recipient. Only recipient mice in which blood glucose levels were restored after islet transplantation were subsequently mated with a male mouse in order to obtain pregnancy. Weight and random fed blood glucose levels of the transplanted mice were similar to those of non-transplanted mice in both non-pregnant and pregnant condition (S2 Fig.). Before pregnancy, the mRNA expression profile of transplanted male and female islets was virtually identical, with significant (FC ≥ 1.5 and p < 0.05 (FDR 5%)) and expected differences being found for sex chromosome genes: Y-chromosome (*Ddx2y*, *Eif2s3y*, *Kdm5d*, *Uty*) and X-chromosome (*Xist*) (S3A Fig.). At P12.5, a robust and comparable phenotypic switch occurred both in male and female islets (Fig. 3) which is illustrated by the fact that all islet grafts of pregnant mice cluster together independent of the gender (S4 Fig.). For the ‘islet pregnancy gene signature’ a strong overlap was observed between female and male donor islets, using either microarray analysis (Fig. 3A-3B) or quantitative RT-PCR analysis (Fig. 3C-3F). A difference between male and female transplanted islets was found for *Gbp8* which was already higher in male donor islets before pregnancy (S5 Fig.). Please notice that the three genes (*Matn2*, *Lonrf3* and *Ehhadh*) that could not be induced *in vitro* by 24 hours oPL were upregulated in the *in vivo* model of female and male transplanted islets during pregnancy. When we compared the expression profile of male and female transplanted islets at P12.5 for all probe sets present on the MoGene_1.0_ST array, the only significant differences were found for the above mentioned Y chromosome genes (S3B Fig.), again indicating that male and female islets respond in the same way to pregnancy signals.

**Fig 3:**
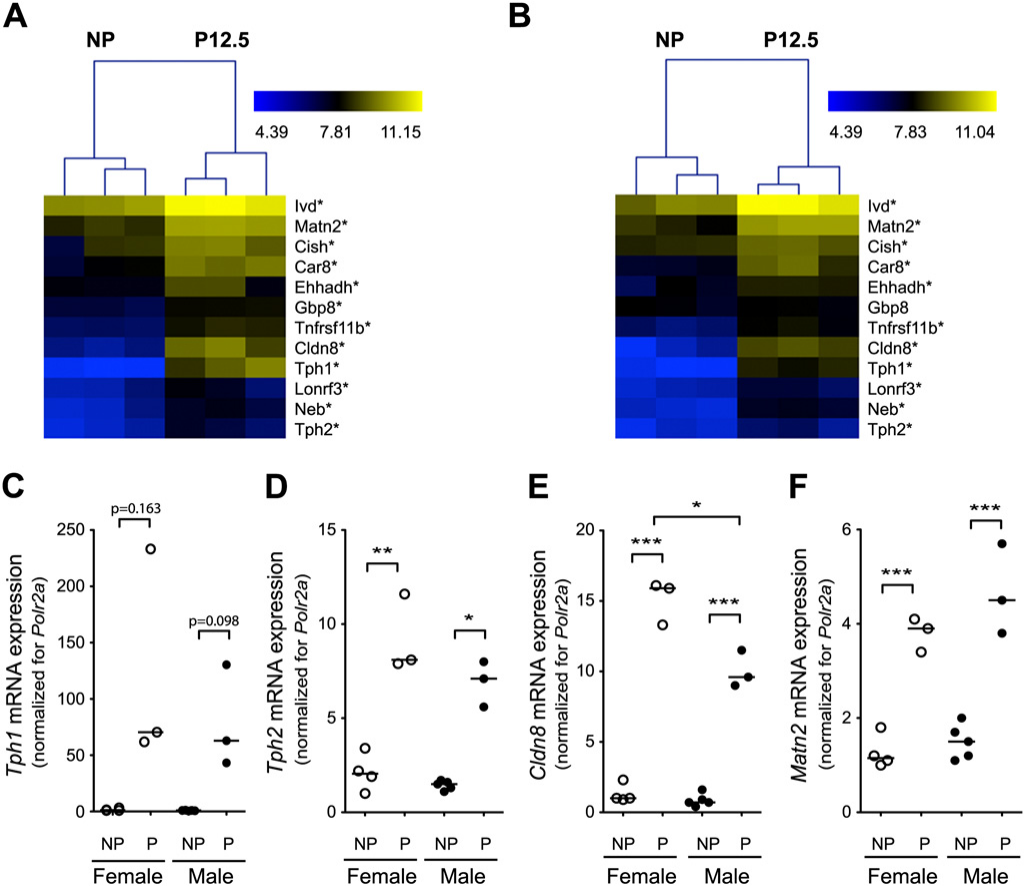
‘Islet pregnancy gene signature’ in female and male transplanted islets. Islets were isolated from female and male donors and transplanted into female recipients; at P12.5 the islet graft was removed and mRNA expression was analysed, using hierarchical clustering of microarray data and quantitative RT-PCR. A-B: heat map of the log2 values of the ‘islet pregnancy gene signature’ of female (A) and male (B) donor islets. Statistical significance (NP versus P12.5): * P<0.05 (FDR<0.05%) and FC≥1.5. *Gbp8* was not significantly induced at P12.5 in male islets (see S4 Fig.). C-F: Confirmation of pregnancy induced mRNA changes in islet grafts of male and female at P12.5 by quantitative RT-PCR for *Tph1* (C), *Tph2* (D), *Cldn8* (E) and *Matn2* (F). The results (*n* = 3–5) are normalized to housekeeping gene *Polr2a* and expressed relative to the data obtained for 1 sample of non-pregnant female transplanted islets, each sample is shown by a circle (white = female and black = male) and the mean is shown as a black line. *p<0.05, **p<0.01 and ***p<0.001 for difference between NP and P12.5 condition and between female and male.

### *Prlr* mRNA expression in male islets

A mechanism for pregnancy-related changes in male beta cells could be the expression and signal transduction of PRLR, similar to what happens in female islets during pregnancy [17]. The next step in our analysis was to investigate if male islets have the same mRNA expression profile for the four known mouse PRLR-isoforms (PRLR-_S_1, PRLR-_S_2, PRLR-_S_3 and PRLR-_L_) as female islets. In order to assess the tissue profile of the PRLR-isoforms in islets, we measured the mRNA expression of the *Prlr* transcript variants in liver, reproductive organs (seminal vesicle and uterus) and skeletal muscle of male and female mice (Fig. 4). For muscle, our negative control, the signals were for all *Prlr* transcript variants below the detection limit of the assay. Sexual dimorphism was confirmed [20] for liver, showing higher mRNA expression in female liver than in males, not only for *Prlr*-_L_ but also for *Prlr*-_S_1-3. When comparing seminal vesicles and uterus, we also observed a difference between male and female *Prlr* transcript variants. In contrast, no sexual dimorphism was found for pancreatic islets (Fig. 4) as we measured similar mRNA expression signals for the same transcript variants in both sexes.

**Fig 4:**
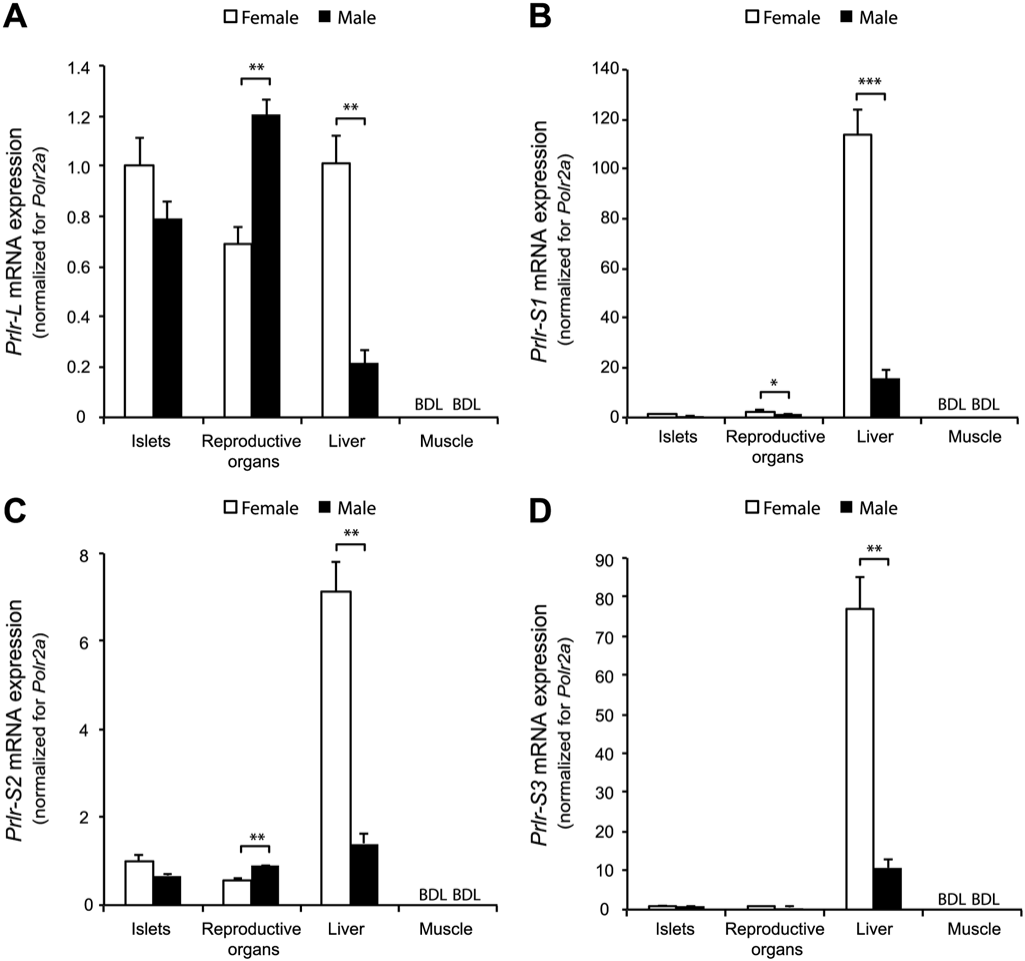
mRNA expression of the different *Prlr* transcript variants in male and female mice tissues. Quantitative RT-PCR analysis of *Prlr-*_*L*_ (A), *Prlr-*_*S1*_ (B), *Prlr-*_*S2*_ (C) and *Prlr-*_*S3*_ (D) in mouse islets, uterus, seminal vesicle, liver and muscle (gastrocnemius) isolated from females (white bars) and males (black bars). No significant difference in mRNA expression was detected between male and female islets. In liver sexual dimorphism was found for all 4 transcript variants. In muscle the signal was below the detection limit (BDL) for all 4 isoforms. The results are normalized to housekeeping gene *Polr2a* and expressed relative to the data obtained for female islets (average = 1 for female islets). Data are mean ± SEM (*n* = 4 for islets and *n* = 3 for the other tissues). *p<0.05, **p<0.01 and ***p<0.001 for difference between male and female.

### PRLR is required for the upregulation of the ‘islet pregnancy gene signature’

To investigate if all twelve genes from the ‘islet pregnancy gene signature’ were dependent on the presence of PRLR on islets, we used a *Prlr* ^-/-^ mouse model [23] in which we compared P9.5 pregnant *Prlr* ^+/+^ mice with P9.5 pregnant progesterone-pellet treated *Prlr* ^-/-^ mice. 

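RNA of islets isolated from non-pregnant (NP) and P9.5 pregnant mice of both genotypes was hybridised to Affymetrix MoGene_1.0_ST arrays, 3 arrays in each of the 4 groups and 12 in all. The pregnant Prlr-/- mice carried a progesterone pellet, which the paper describes for this genotype only, so the effect of the genotype and that of the pellet cannot be separated in the pregnant groups. The paper cites earlier work in which the pellet brought progesterone in these mice to a level similar to that of pregnant wild-type mice. The authors turned the raw arrays into log2 expression values by robust multichip analysis in the aroma.affymetrix package, and the deposited values are rounded to steps of 0.1. They cover 35511 probe sets, of which 21789 carry the symbol of 1 gene, 1621 the symbols of several genes and 12101 no gene name in the annotation used here. No probe set carries the symbol Prlr, so no level of Prlr is given. A gene is represented by its probe set with the highest mean over the 12 arrays.

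One linear model with the 4 group means was fitted to every probe set in limma, and a probe set was called when its fold change was at least 1.5 and its Benjamini-Hochberg adjusted p was under 0.05 over all probe sets. The paper tested the P9.5 groups over a shorter list of probe sets from an earlier study, which is not held here. Arrays of the same stage correlated at 0.972 to 0.988 across probe sets (30 pairs of arrays) and arrays of different stages at 0.931 to 0.969 (36 pairs). In Prlr+/+ P9.5 replicate 2, Xist, the RNA that silences an X chromosome, was at 3.8 on the log2 scale, against 10 to 10.7 in the other 11 arrays. The number of arrays limits the precision of every value.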

Before analysing the mRNA expression profile during pregnancy, we investigated isolated islets from non-pregnant mice for all probe sets present on the MoGene_1.0_ST array. In this condition, the only gene with differential mRNA expression (*Prlr* ^+/+^ versus *Prlr* ^-/-^; FC ≥ 1.5, p < 0.05 and FDR 5%) was the *Prlr* gene itself (data not shown). 

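In islets from non-pregnant mice, 33 probe sets were higher and 3 were lower in Prlr-/- than in Prlr+/+ mice, out of all probe sets on the array. Of these 36, 19 name Ifnz, which encodes an interferon, alone or together with predicted genes of the same family. The probe set that names Ifnz alone was at 6.60 ± 0.26 (SD, n = 3) in Prlr+/+ and 8.80 ± 0.40 (SD, n = 3) in Prlr-/- islets, a log2 fold change of 2.20 (standard error 0.194, adjusted p = 0.000946 from limma). Gas5, a non-coding RNA that hosts small nucleolar RNAs, was higher by a log2 fold change of 0.67 (standard error 0.0928, adjusted p = 0.0183 from limma). These were the only 2 genes called through a probe set of their own. The 3 lower probe sets carry no gene name in the annotation used here, and the larger decreases among them were log2 fold changes of -2.40 and -2.23. Whether these 2 probe sets measure Prlr cannot be told from the annotation.

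Of the 12 genes of the islet pregnancy gene signature, 0 were called by limma and 0 had an unadjusted p under 0.05. Among 27 markers of acinar cells, the digestive enzyme cells around the islets, 0 were called and 0 had an unadjusted p under 0.05 in limma, while their median log2 fold change was 0.57. The set test camera with a preset correlation of 0.01 placed the acinar markers higher in Prlr-/- islets (adjusted p = 7.1e-06), and so it did the heat shock genes (adjusted p = 0.0093). It placed endothelial markers (adjusted p = 0.0029), stromal markers (adjusted p = 0.0015), lipid and cholesterol synthesis genes (adjusted p = 0.018) and genes of the extracellular matrix and junctions (adjusted p = 0.018) lower. No member of these 6 lists was called in limma, while 3 heat shock genes were higher and 6 endothelial, 4 stromal, 4 lipid synthesis and 5 matrix genes were lower at an unadjusted p under 0.05. None of the 6 set calls held with an estimated correlation (adjusted p = 0.83 for each). Fitted on the 6 non-pregnant arrays alone, limma called 0 probe sets (4047 had an unadjusted p under 0.05, against 4376 in the fit of all arrays). Without Prlr+/+ NP replicate 2 the count was 172.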

Because the *Prlr* ^-/-^ model requires analysis at an earlier point of pregnancy (see Methods) the list of pregnancy-related mRNA changes in the islet is somewhat different as compared to P12.5 ([10] and S1 Fig.). Nevertheless, the same 12 genes from the earlier mentioned ‘islet pregnancy gene signature’ were significantly upregulated at P9.5 in wild type C57BL/6J islets. At P9.5, eleven genes of the ‘islet pregnancy gene signature’ were significantly less expressed in islets from *Prlr* ^-/-^ mice as compared to islets from *Prlr* ^+/+^ mice (Fig. 5A). 

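Cldn8, which encodes a tight junction protein, was at 7.80 ± 0.85 (SD, n = 3) on the log2 scale in Prlr+/+ islets and at 4.57 ± 0.15 (SD, n = 3) in Prlr-/- islets at P9.5, a log2 fold change of -3.23 (standard error 0.305, adjusted p = 0.000614 from limma). The Prlr-/- level of Cldn8 was near that of Y-linked genes in these female islets, so the size of the decrease may be a lower bound. Cish, a feedback inhibitor of JAK2/STAT5 signalling, fell from 8.60 ± 0.10 to 6.07 ± 0.25 (SD, n = 3 each), with a standard error of the log2 fold change of 0.361 and an adjusted p of 0.0117 from limma. Tph2, an enzyme of serotonin synthesis, was 4.39-fold lower in Prlr-/- islets (adjusted p = 9.71e-06 from limma). Lonrf3 had a log2 fold change of -1.73, Car8 of -1.60, Neb, a protein of muscle thin filaments, of -1.5, Ivd, an enzyme of leucine breakdown, of -1.47 and Ehhadh, a peroxisomal enzyme of fatty acid oxidation, of -0.97.

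These 8 of the 12 signature genes were lower and 0 were higher in limma over all probe sets (0 also at an unadjusted p under 0.05). The call of Cish was lost without Prlr+/+ P9.5 replicate 1 or 2 or Prlr-/- P9.5 replicate 1 or 3, and that of Ehhadh without Prlr+/+ P9.5 replicate 1 or Prlr-/- P9.5 replicate 3. When the 6 P9.5 arrays were fitted alone, Cldn8 and Ehhadh were not called. Adjusted over the list alone, 11 were lower. The list came from an earlier study by the same group and was not chosen on these arrays. Tnfrsf11b, which encodes osteoprotegerin, had a log2 fold change of -1.20 (adjusted p = 0.053 from limma), Gbp8 of -1.17 (adjusted p = 0.0689) and Matn2, a matrix protein, of -1.13 (adjusted p = 0.0909), and did not pass over all probe sets. As a set the signature was lower in camera also with an estimated correlation (adjusted p = 7.3e-06). From the lower expression in Prlr-/- islets, the paper concludes that the signature depends on the prolactin receptor (Fig. 5A).

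**Figure D1:**
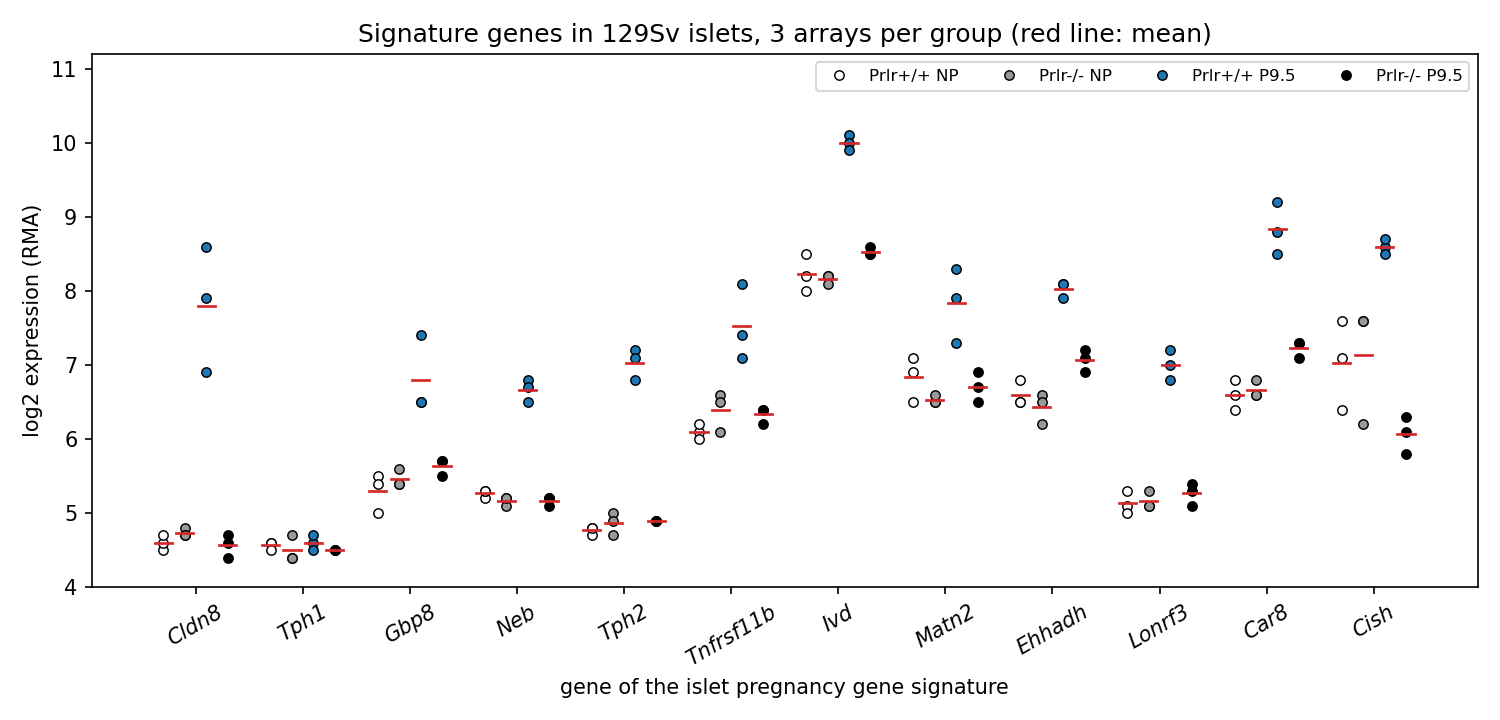
Log2 expression (RMA, vertical axis) of the 12 signature genes (horizontal axis) in each of the 12 arrays, with 3 points per group and a red line at each group mean. For Cldn8 the Prlr+/+ P9.5 arrays lie at 6.9 to 8.6 and the other 9 arrays at 4.4 to 4.8, while the 12 Tph1 values lie at 4.4 to 4.7.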

In total 54 genes were found to be significantly (FC ≥ 1.5 and p < 0.05 (FDR 5%)) differentially expressed when comparing islets at P9.5 from *Prlr* ^-/-^ and *Prlr* ^+/+^ mice (S6 Fig.). 

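Over all probe sets, 82 differed between Prlr-/- and Prlr+/+ islets at P9.5 in limma, 73 of them lower and 9 higher in Prlr-/- islets. Through probe sets that carry the symbol of 1 gene, they name 66 genes, 61 lower and 5 higher. Outside the signature, the largest decreases among probe sets that carry the symbol of 1 gene were those of Gdf3, a growth factor of the TGF-beta family (log2 fold change -2.67, standard error 0.185, adjusted p = 4.84e-05 from limma), and Apobec1, an RNA-editing cytidine deaminase (log2 fold change -2.23, standard error 0.158, adjusted p = 4.84e-05). The 2 unnamed probe sets with the larger decreases in non-pregnant islets were lower here too, by log2 fold changes of -3.37 and -3.13, and whether they measure Prlr cannot be told from the annotation. Among genes of prolactin receptor signalling, Socs2, a feedback inhibitor of cytokine receptors, fell by 1.60 and Myc, a transcription factor of cell growth, by 1.53 on the log2 scale. Chgb, a granin of secretory granules, was the only 1 of 25 beta cell genes called as lower, at a log2 fold change of -0.77. At an unadjusted p under 0.05 in limma, 3 beta cell genes were lower and 3 higher. The 5 higher genes were Tcf24 (0.93), Btg1 (0.73), Ppp1r3c (0.70), Cd44 (0.70) and Pcsk1n (0.63, all log2 fold changes).

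Of 27 genes of prolactin receptor signalling, 3 fell (Cish is in this list too) and 24 did not pass; adjusted over the list alone, 4 were lower and 1 was higher. In this list the median log2 fold change was 0.03 and the mean -0.14. Tph2 was the only 1 of 20 serotonin genes that passed, Ivd the only 1 of 22 genes of branched-chain amino acid breakdown, Ehhadh the only 1 of 25 of fatty acid oxidation and Cldn8 the only 1 of 21 of the extracellular matrix and junctions, with 1 in each also when adjusted over the list alone, except 2 in the last. Camera, which tests for a shared direction, called none of these lists. The median log2 fold change was above 0 and the mean below in the serotonin list (0.02 and -0.07). So they were in the amino acid breakdown (0.03 and -0.06) and matrix lists (0.07 and -0.15). The mixed form of the set test fry, which counts changes either way, passed for prolactin receptor signalling (adjusted p = 2.5e-07). It also passed for the serotonin (4.1e-09), amino acid breakdown (1.7e-08), fatty acid oxidation (0.003) and matrix lists (1.7e-05). Each list holds a called gene, so the mixed form does not tell whether more members moved. The markers of other islet endocrine cells, with Ppy (0.77) and Pyy (0.37) the largest of 14 log2 fold changes, were higher as a set in camera (adjusted p = 0.0004) and in fry (adjusted p = 0.038), which tests whether the genes of a set move one way on balance, but not in camera with an estimated correlation (adjusted p = 0.093). In limma 0 of these markers passed, also when adjusted over the list alone, and 4 were higher at an unadjusted p under 0.05.

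Camera called 11 more lists in which no member passed in limma. In the following pairs, the first number is camera's adjusted p and the second is the adjusted p with an estimated correlation. Heat shock genes (5e-08 and 0.34), cell cycle genes (9.9e-05 and 0.52), amino acid and one-carbon supply genes (0.0056 and 0.34), endothelial markers (0.0079 and 0.39), lipid and cholesterol synthesis genes (0.011 and 0.52) and endoplasmic reticulum stress genes (0.014 and 0.71) were higher in Prlr-/- islets. The regenerating family (0.00038 and 0.36), immune markers (0.00057 and 0.34), acinar markers (0.0063 and 0.71), interferon and GBP genes (0.017 and 0.52) and adipocyte markers (0.026 and 0.39) were lower. The cell cycle call rests on Prlr-/- P9.5 replicate 3, whose mean over the list was 6.21, against 5.69 and 5.84 in the other Prlr-/- arrays and 5.64 to 5.85 in the Prlr+/+ arrays; without it camera did not call the list (adjusted p = 0.96). Adjusted over the list alone, 1 heat shock gene was higher and 1 interferon and GBP gene lower. At an unadjusted p under 0.05, 22 of the 240 members of these lists and the endocrine list were higher and 10 lower. The acinar markers had a median log2 fold change of -0.27 beside these lists, and 0 of the 27 had an unadjusted p under 0.05 in limma.

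Of the 73 probe sets that were lower in Prlr-/- islets, 63 were also higher at P9.5 than in non-pregnant Prlr+/+ islets and 0 were lower. Independent draws would give 4.18. Both comparisons use the 3 Prlr+/+ P9.5 arrays, which cannot be divided, so part of the excess may come from the shared arrays. In 20 simulations with no difference the largest overlap was 0, which does not show how large that part is among probe sets that differ. The correlation of the log2 fold changes across probe sets, which are not independent replicates, was -0.203 in the data and -0.501 in 100 simulations with no difference. Their covariance was -0.0171 in the data and -0.0186 in the simulations. The inverse relation across all probe sets is thus about the size that the shared arrays give alone. The count of 82 was 39 when the 6 P9.5 arrays were fitted alone, 51 without Prlr+/+ P9.5 replicate 1, 47 without Prlr-/- P9.5 replicate 1 and 49 without Prlr-/- P9.5 replicate 3.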

For some of the genes (*Ivd*, *Cish*, *Matn2*, *Cldn8* and *Tph2*) we confirmed the microarray data via quantitative RT-PCR (Fig. 5B-5F). The difference in expression for *Matn2* and *Cldn8*, determined via quantitative RT-PCR, was not significant due to the high variance between the samples, but the trend of a decrease is present. Unexpectedly, we could not detect a difference in the *Tph1* mRNA expression when comparing P9.5 *Prlr* ^+/+^ and *Prlr* ^-/-^ islets, this because pregnant *Prlr* ^+/+^ mice did not exhibit increased *Tph1* mRNA expression (S7 Fig.).

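Tph1, an enzyme of serotonin synthesis, was at 4.60 ± 0.10 (SD, n = 3) on the log2 scale in Prlr+/+ islets and at 4.5 in each of the 3 Prlr-/- arrays at P9.5. Its log2 fold change was -0.10 (standard error 0.101, adjusted p = 0.977 from limma), so the difference was not larger than the spread between arrays. Tph1 lay near the level of the Y-linked Kdm5d in these female islets (4.1 to 4.6), so a small difference may not show.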

**Fig 5:**
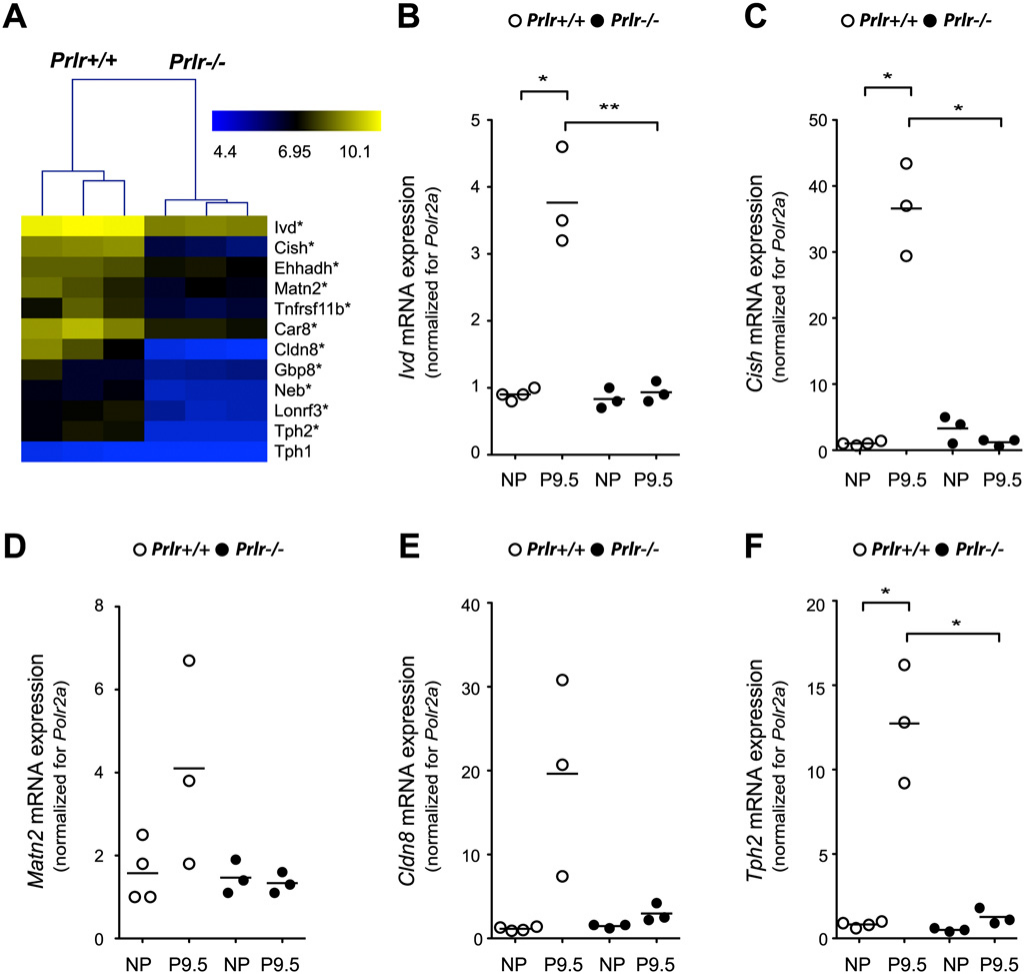
Activation of PRLR is responsible for inducing the ‘islet pregnancy gene signature’ in pancreatic islets. A: Microarray analysis was performed on RNA of islets isolated from pregnant (P9.5) *Prlr* ^+/+^ and *Prlr* ^-/-^ mice (12–21 weeks old). This figure shows the hierarchical clustering together with a heat map of the log2 values of the ‘islet pregnancy gene signature’. Statistical significance (*Prlr* ^+/+^ versus *Prlr* ^-/-^): * P<0.05 (FDR<0.05%) and FC≥1.5. B-F: quantitative RT-PCR for *Ivd* (B), *Cish* (C), *Matn2* (D), *Cldn8* (E) and *Tph2* (F) was performed on islet cDNA from *Prlr* ^+/+^ and *Prlr* ^-/-^ mice. Islets were isolated at P9.5 and from non-pregnant mice. Data (n = 3–4) are normalized to housekeeping gene *Polr2a*, expressed relative to the data obtained for 1 islet sample of a non-pregnant *Prlr* ^+/+^ mouse, each sample is shown by a circle (white = *Prlr* ^+/+^ and black = *Prlr* ^-/-^) and the mean is shown as a black line. *p<0.05, **p<0.01 and ***p<0.001 for difference between NP and P9.5 condition and for difference between *Prlr* ^+/+^ and *Prlr* ^-/-^.

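When the 6 P9.5 arrays were clustered on the log2 values of the 12 signature genes by Euclidean distance and average linkage, the 2 branches matched the genotype. The largest distance between arrays of 1 genotype was 2.3 (Prlr+/+; it was 0.721 within Prlr-/-) and the smallest distance between genotypes was 5.34. Among the Prlr+/+ arrays the largest SD was that of Cldn8, at 0.85, followed by Gbp8 (0.52), Tnfrsf11b (0.51) and Matn2 (0.50), which encode an interferon-inducible GTPase, a decoy receptor and a matrix protein. The lowest Prlr+/+ value of Gbp8 at P9.5 was 6.5 and the highest Prlr-/- value 5.7.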

### Male islets are serotonin competent

Since the induction of *Tph1* in islets of pregnant mice results in the synthesis of serotonin in the islets, we next performed immunohistochemistry for serotonin on male and female islet grafts from non-pregnant and pregnant mice (Fig. 6A-6B). Similar to previous observations in pancreatic islets of female non-pregnant mice [11], no serotonin could be detected in female and male islet grafts isolated from non-pregnant mice. Moreover, as we described in the pancreas of (P12.5) pregnant females [11], pregnancy induced serotonin immunoreactivity in a subpopulation of beta cells, both in female and male donor grafts. The serotonin staining was specific for the islet grafts since no serotonin signal was detected in the surrounding kidney tissue (S8 Fig.).

**Fig 6:**
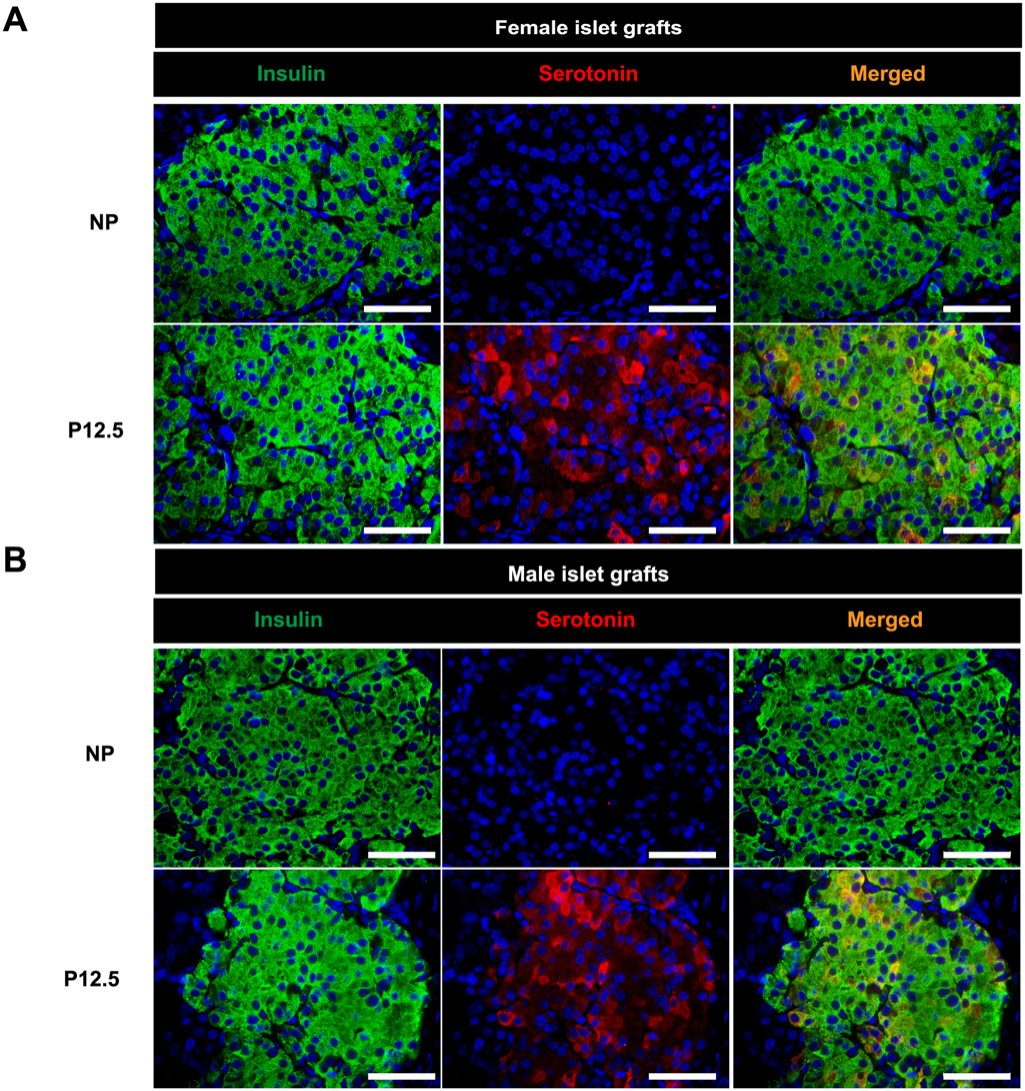
Pregnancy induces serotonin production in female and male islet grafts. Double immunostaining for insulin (green) and serotonin (red) in female (A) and male (B) islet grafts. Nuclei were stained with DAPI (blue). Presence of serotonin (red) was only detected in the samples isolated at P12.5 not in samples of the non-pregnant condition and the staining was heterogeneous. The gender of the graft did not matter as islet grafts of both genders showed serotonin staining in the pregnant condition. A magnification of 400X was used and the scale bar is 50 μm.

### Beta cell proliferation in male islet grafts during pregnancy

Beta cell proliferation increases greatly in rodents during pregnancy, with a peak between the 2nd and 3rd week of gestation [9, 10, 12]. To elucidate if transplanted islets can also increase their beta cell proliferation during pregnancy, we isolated islet grafts from non-pregnant and pregnant (P12.5) mice and performed Ki67-insulin double immunostaining. Indeed, we could detect a robust and significant increase in proliferation of the grafted beta cells when the acceptor mice were pregnant (Fig. 7). Although the number of transplanted animals was insufficient to perform meaningful statistics for the male and female donor islets separately, Fig. 7B indicates that the gender of the donor material has no major influence.

**Fig 7:**
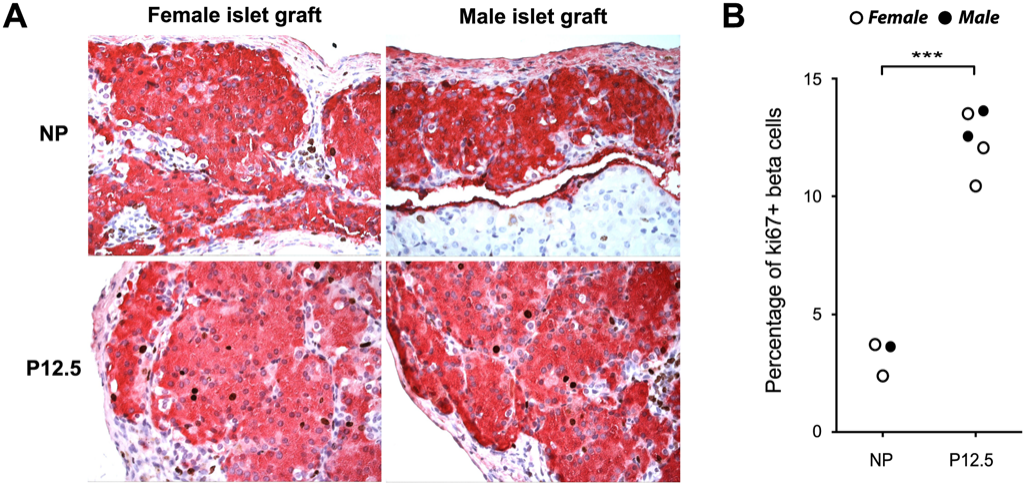
Pregnancy induces beta cell proliferation in female and male islet grafts. Double immunostaining for insulin (pink) and Ki67 (brown) in female and male islet grafts. (A) Representative images of Ki67 immunoreactivity (brown) in insulin-positive beta cells (pink) of female and male islet graft sections from non-pregnant (NP) and P12.5 mice. (B) Quantification of beta cell proliferation in islet grafts. Female islet grafts are shown as white circles and male islet grafts are shown as black circles. When gender of the donor islets was not considered, a significant difference (***p<0.001) in proliferation between NP and P12.5 condition was found.

## Discussion

This study supports the idea that male and female islets have a similar capacity for PRLR mediated islet phenotypic plasticity. Expression of PRLR starts in rodent islets during the perinatal period when beta cells mature [32] and high levels of PRLR remain present in pancreatic beta cells of adults [33]. In beta cells of females, where expression is known to increase during pregnancy [21], receptor stimulation by PL leads to a plethora of adaptations which together ensure an increase of the functional beta cell mass [9]. The natural ligand for this pregnancy-induced stimulation is placental lactogen, a mixture of closely homologous peptides, expressed by a cluster of tandemly repeated prolactin-like genes on chromosome 13qA3.1 of the mouse [34]. The secretion of PL by the giant trophoblast cells in the placenta parallels the changes in beta cell division and insulin secretion [9]. Studies in which islets were exposed *in vitro* to these lactogenic hormones mimic the effect of pregnancy on beta cells: increased insulin secretion, enhanced beta cell proliferation and decreased threshold of glucose stimulated insulin release [9, 11, 15, 16].

While the physiological role of PRLR on female beta cells is well documented, we know much less about the expression and potential role of PRLR in adult male islets. It was shown by Freemark and colleagues that knockdown of PRLR leads to a reduction in islet density and beta cell mass in female non-pregnant as well as in male mice [35]. Recently, it was shown that the beta cell mass of these *Prlr*-deficient mice is already impaired during embryogenesis [36]. In the current study we show that both following an *in vitro* and an *in vivo* approach PRLR stimulation induces similar mRNA expression changes in male and female islets. In the islet culture model, addition of oPL partially reproduced the ‘islet pregnancy gene signature’ we observed *in vivo*. Possible explanations for the partial *in vitro* response could be (i) the artificial extracellular matrix, (ii) the substitution of an artificial placental lactogen (oPL 500 ng/ml) for physiological mouse PL to stimulate PRLR or (iii) the lack of another circulating factor during islet culture. One example of a non-responding gene that could be matrix-related is *Matn2*, a member of the matrilins which belong to the von Willebrand factor A domain containing protein superfamily. The encoded protein is thought to be involved in the formation of filamentous networks in the extracellular matrix [37]. To compensate for the limitations of an *in vitro* model, we also studied transplanted male and female donor islets in a female recipient that was allowed to become pregnant. In this *in vivo* model, the renal graft fully reproduced the 12-gene ‘islet pregnancy gene signature’. Moreover, it seems that the gender of the donor islets does not play a role, as the male islets were also fully capable of upregulating the same set of genes that are induced in islets of female origin. Moreover, islet grafts of female as well as of male mice were able to increase their beta cell proliferation during pregnancy. This result supports the findings of previous studies in which similar functional changes were observed in male and female islets when they were exposed to lactogens ([14, 38–40]. Infusion of ovine PRL in rats lowers the threshold of glucose-stimulated insulin secretion in females as well as in males [38, 39]. Moreover the degree of insulin secretion of ovine PRL treated male rats increases to a similar extent as the one of ovine PRL treated female rats. Vasavada and colleagues state in the method section of the article describing the RIP-mPL-I mouse model that no differences were observed among age or gender [14]. These RIP-mPL-I mice have increased beta-cell proliferation, an increase in islet mass and hypoglycaemia.

For some genes of the ‘islet pregnancy gene signature’ a role in islet function was reported. Two of the 12 genes encode the rate-limiting enzyme of the serotonin biosynthesis, tryptophan hydroxylase. The induction of these two genes, *Tph1* and *Tph2*, increases the production of serotonin in islets. Our immunostaining results show that the heterogeneity that we observed for serotonin production in islets during pregnancy [11] is kept when islets are transplanted under the kidney capsule. Two recent studies investigated the role of serotonin during pregnancy in the islets via serotonin-receptor knock-out mice [13, 41]. The first study postulates that serotonin regulates beta cell proliferation via the serotonin receptor 2B [13]. This is in contrast with preliminary data of beta cell proliferation in total body *Tph1* knock-out mice [11]. The second study reported that serotonin receptor 3 influences the glucose stimulated insulin secretion of beta cells during pregnancy [41]. CISH is a member of the suppressor of cytokine signalling family and is a negative feedback regulator of the JAK2/STAT5 pathway [42]. Although this gene is upregulated during pregnancy, pancreas-specific *Cish*-deficient mice have normal glucose homeostasis and beta cell function during pregnancy [43]. *Tnfrsf11b* encodes osteoprotegerin which is reported to be a survival factor for beta cells [44]. In a recent paper however it is suggested that osteoprotegerin plays a role in promoting beta cell dysfunction [45]. The findings of our study are restricted to changes in gene expression and serotonin production to establish the role of these 12 genes in islets during pregnancy. Others and we are creating and investigating knockout mouse models to elucidate the role of this ‘pregnancy gene signature’.

Furthermore, by comparing islets isolated from pregnant *Prlr* ^+/+^ and progesterone-pellet treated *Prlr* ^-/-^ mice, we show that the ‘islet pregnancy gene signature’ is dependent on the PRLR. 

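In Prlr+/+ islets 11 of the 12 signature genes rose from the non-pregnant state to P9.5 and 0 fell, over all probe sets and also when adjusted over the list alone (11 at an unadjusted p under 0.05 in limma, 0 of them lower). Cldn8 rose most, with a log2 fold change of 3.20 (standard error 0.305, adjusted p = 0.000184 from limma), followed by Tph2 (2.27), Car8 (2.23) and Lonrf3 (1.87). The non-pregnant Prlr+/+ values of Cldn8 were 4.5 to 4.7. The Y-linked Kdm5d read 4.1 to 4.6 in these female islets, so the fold change of Cldn8 may be a lower bound. In Prlr-/- islets only Ehhadh rose past the thresholds (log2 fold change 0.63, standard error 0.133, adjusted p = 0.00442 from limma) and Cish fell (log2 fold change -1.07, adjusted p = 0.0406), with 10 genes not passing and the same counts when adjusted over the list alone. The fall of Cish is uncertain: its values overlapped between the stages, and its call was lost in a fit of only the 2 groups, with a replicate block, with median centring, with quantile normalization and without most single arrays. Car8 (log2 fold change 0.57, adjusted p = 0.0212) and Ivd (0.37, adjusted p = 0.0351) stayed under the fold change minimum in Prlr-/- islets. The paper's abstract reports no significant induction of the signature in Prlr-/- mice at P9.5, from which the call of Ehhadh differs.

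The difference between the 2 effects of pregnancy was tested as an interaction. A pellet is described only for the pregnant Prlr-/- mice, so the interaction cannot separate the genotype from the pellet. It was past the thresholds for Cldn8 (-3.37, standard error 0.432, adjusted p = 0.0126 from limma), Tph2 (-2.23), Lonrf3 (-1.77), Car8 (-1.67), Neb and Ivd (both -1.40), which is 6 of the 12 genes, and for 11 when adjusted over the list alone. The interaction call of Cldn8 was lost without Prlr-/- NP replicate 1 or Prlr-/- P9.5 replicate 3, and that of Car8 without any 1 of most of the 12 arrays, while Tph2, Lonrf3, Neb and Ivd kept theirs. Ehhadh had an interaction log2 fold change of -0.80 (adjusted p = 0.19) and Cish of -2.63 (adjusted p = 0.11). As a set the signature passed in camera with an estimated correlation for the rise in Prlr+/+ islets (adjusted p = 0.0011) and for the interaction (adjusted p = 7.4e-05); in Prlr-/- islets its median log2 fold change was 0.07 (adjusted p = 0.46 in camera). Acinar markers moved with pregnancy in the same Prlr-/- arrays, where 15 of 27 fell (24 adjusted over the list alone; median log2 fold change -1.37). In the interaction, camera also called acinar markers (median log2 fold change -0.83, adjusted p = 2.5e-07) and the regenerating family (0.00058) as lower. It called endothelial markers (9.5e-05), stromal markers (0.00047), lipid and cholesterol synthesis genes (0.00058) and cell cycle genes (0.0004) as higher. None held with an estimated correlation (adjusted p = 0.49 for endothelial markers and 0.69 for the others). The rise of Ehhadh in Prlr-/- islets was lost without Prlr-/- NP replicate 2 or Prlr-/- P9.5 replicate 1 (0 signature genes each). Without Prlr-/- NP replicate 3 or Prlr-/- P9.5 replicate 3, 2 signature genes rose.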

The *Prlr* isoform with the lowest Ct value in islets was for male and female mice *Prlr*-_L_, indicating that this isoform is the main isoform in islets. This is also the only isoform that can signal via the JAK2/STAT5 pathway. In a previous study we found putative STAT5 binding sites in the promoter of *Tph1* and *Tph2* and showed that the PL induced expression of *Tph1* is STAT5 dependent [11]. *Cish* has also been described to be a target of STAT5 and contains several consensus STAT5 binding sites (TTCNNNGAA) in its promoter [46]. In this context it was worth analysing the promoters of the other 9 genes by *in silico* search of UCSC (https://genome.ucsc.edu/). We found for all of them at least one STAT5 binding site (data not shown), suggesting that all 12 genes may be STAT5 dependent.

To our surprise, we found that the *Prlr* ^+/+^ mice, which were used for the microarray analysis, had lost the capacity to increase *Tph1* mRNA expression in islets during pregnancy. In contrast, Carol Huang showed in a recent paper that *Tph1* mRNA expression is increased during pregnancy in *Prlr* ^+/+^ mice [47]. 

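From the non-pregnant state to P9.5, Tph1 had a log2 fold change of 0.03 in Prlr+/+ islets (adjusted p = 0.845 from limma), with 4.57 ± 0.06 (SD, n = 3) in non-pregnant islets. Without Prlr+/+ P9.5 replicate 3 the log2 fold change was -0.02. At this level, near that of Y-linked genes in these female islets, a small change of Tph1 may not show. Of the 20 serotonin genes, 4 rose in the same islets, 0 fell and 16 did not pass, with the same counts when adjusted over the list alone (6 were lower at an unadjusted p under 0.05 in limma). Beside Tph2, these were Maoa, which degrades serotonin (log2 fold change 0.80, standard error 0.132), Slc18a1, a vesicular monoamine transporter (0.70), and Ddc, which makes serotonin from its precursor (0.70). Of the serotonin receptors that the paper names, Htr2b had a log2 fold change of -0.53 (adjusted p = 0.0227) and Htr3a of -0.50 (adjusted p = 0.0203), both under the fold change minimum. The list's median was -0.08 and its mean 0.11. It passed in fry (adjusted p = 0.027), as higher, and not in camera (adjusted p = 0.57).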

An explanation for this difference could be the strain as the mice Carol Huang and we used were on a C57bl/6J background and a 129Sv background, respectively. Discrepancies between the 129Sv and the C57BL/6J *Prlr* strain are known: *Prlr* ^+/-^ mice on C57BL/6J pure background never lactate, not even after multiple pregnancies. In contrast, *Prlr* ^+/-^ mice on 129Sv background are capable of producing milk [48].

In the current study we concentrated on the mRNA levels of the ‘islet pregnancy gene signature’ and the role of PL for this signature. Besides lactogenic hormones, also the steroid hormones 17β-oestradiol and progesterone increase during pregnancy [49]. Our findings do not exclude a role for these other pregnancy hormones in the beta cell adaptations. It has been described that 17β-oestradiol enhances glucose-stimulated insulin secretion and insulin biosynthesis [50]. This hormone has also anti-apoptotic effects on beta cells [51]. To elucidate the role of these steroid hormones in islets during pregnancy more research is necessary. So far, genome-wide analysis of pregnancy-related changes in beta cell phenotype was focused mainly on changes in mRNA copy number per cell [10–13] and changes in non-coding RNA such as microRNAs [52]. As there are many examples of control of biological processes where the molecular mechanism is not based upon mRNA copy number but on protein abundance or post-translation modification, other approaches are needed in future studies to understand the full repertoire of pregnancy-related adaptations in mouse beta cells. The emerging field of microRNAs that regulate the translation or degradation of transcripts that are relevant for beta cell function during pregnancy [52], is interesting in this context, and further analysis of male versus female beta cells could be considered [53]. Another limitation of this work is that it was restricted to mouse beta cells. It is known from previous comparative studies between rodent and human beta cells [54, 55], that important species differences exist. Before our results can be translated into new strategies for human therapy, e.g. clinical beta cell transplantation, more information is needed about the plasticity of the functional beta cell mass during pregnancy in our own species.

In conclusion, our data support the idea that male islets, when exposed to the environmental conditions of pregnancy, undergo similar changes in gene expression as female transplanted islets. This study produced results which corroborate the finding that the key environmental factor driving the phenotypic plasticity of beta cells is a rise in circulating PL that activates PRLR on beta cells. This conclusion is supported by experiments of cultured and transplanted islets and data obtained from *Prlr* ^-/-^ mice. When extrapolated to humans, the present observation–compatibility of male and female mouse islets during pregnancy–could be of interest for the field of clinical islet transplantation and the gender of donor islets.

## Supporting Information

S1 Fig Venn diagram of pregnancy-regulated mRNA signals in female pancreatic islets. 415 genes were found to be significantly differentially expressed for at least one time-point vs. non-pregnant controls [10]. From these 415 genes, 163 and 248 genes are significantly altered, respectively, at P12.5 and P9.5, compared to NP. 124 genes that are significantly changed at P12.5 are also changed at P9.5, including the 12 genes of the ‘Islet pregnancy gene signature’ that are used throughout this article.
(TIF) Click here for additional data file.

S2 Fig Body weight and random fed blood glucose levels of non-transplanted and transplanted mice. The body weight (A) of mice transplanted with female (F Tx) or male islets (M Tx) was measured in non-pregnant (NP, white bars) and pregnant condition (P12.5, black bars) and compared to the body weight of non-transplanted (non-Tx) mice. Also the random blood glucose values were monitored (B). The data are presented as mean±SEM (F Tx and M Tx, n = 3–5, non-Tx, n = 15–18).
(TIF) Click here for additional data file.

S3 Fig Microarray data of four Y-chromosome and one X-chromosome gene in female and male transplanted islets. mRNA expression of *Ddx3y*, *Eif2s3y*, *Kdm5d*, *Uty* and *Xist* in non-pregnant (A) and pregnant (B) condition. Female islets are presented as white bars and male islets as black bars. Data are mean±SEM (n = 3). Statistical significance: *P<0.05 (FDR<0.05%) and FC≥1.5 and **P<0.01 (FDR<0.05%) and FC≥1.5.
(TIF) Click here for additional data file.

S4 Fig mRNA expression of transplanted islets during pregnancy. The log2 values of the 163 genes that were analysed when comparing NP and P12.5 of female or male islets are presented in a heat map. Next to the data of the transplanted (Tx) islets also the log2 values of non-transplanted (non-Tx) islets from non-pregnant (NP) and pregnant (P12.5) mice are shown. The 12 genes of the ‘islet pregnancy gene signature’ are marked in red. The heat map and clustering was generated with MEV.
(PDF) Click here for additional data file.

S5 Fig Microarray data of *Gbp8* mRNA expression in female and male transplanted islets. White bars represent the non-pregnant condition and black bars P12.5.
(TIF) Click here for additional data file.

S6 Fig mRNA expression of *Prlr* +/+ and *Prlr-*/- islets during pregnancy. Heat map visualisation of the mRNA expression levels of the 54 genes that are significantly different between *Prlr* ^+/+^ and *Prlr* ^-/-^ islets at P9.5. The Log2 values of the microarray were normalised for each gene via mean centering using MEV. Green and red colours represent down- and upregulation respectively. The heat map and the hierarchical clustering was generated with MEV. The table next to the heat map gives the log2 values, the adjusted p-value and FC for each gene. Genes of the ‘islet pregnancy gene signature’ are marked in red.
(TIF) Click here for additional data file.

S7 Fig *Tph1* mRNA expression in islets from *Prlr* ^+/+^ and *Prlr* ^-/-^ mice. A: Microarray analysis (Affymetrix MoGene_1.0_ST) of mRNA encoding *Tph1* in islets from *Prlr* ^+/+^(129Sv) (white bars), *Prlr* ^-/-^ (129Sv) (black bars) mice in non-pregnant (NP) and pregnant (P9.5) condition (mean ± SD and *n* = 3).
(TIF) Click here for additional data file.

S8 Fig Immunostaining of serotonin in islet graft in non-pregnant and pregnant condition. Double immunostaining for insulin (green) and serotonin (red). Nuclei are stained with DAPI (blue). Serotonin is only detected in the insulin producing cells. Upper panel (A) female islet grafts of non-pregnant (NP) and pregnant (P12.5) mice and lower panel (B) male islet grafts of non-pregnant and pregnant (P12.5) mice. A magnification of 100X was used and the scale bar is 200 μm.
(TIF) Click here for additional data file.

S1 Table Primers and probes for quantitative RT-PCR. (DOCX) Click here for additional data file.

## References

[1] HenquinJC, RavierMA, NenquinM, JonasJC, GilonP. Hierarchy of the beta-cell signals controlling insulin secretion. Eur J Clin Invest. 2003;33(9):742–50. 1292503210.1046/j.1365-2362.2003.01207.x

[2] FlamezD, BergerV, KruhofferM, OrntoftT, PipeleersD, SchuitFC. Critical role for cataplerosis via citrate in glucose-regulated insulin release. Diabetes. 2002;51(7):2018–24. 12086928

[3] BensellamM, Van LommelL, OverberghL, SchuitFC, JonasJC. Cluster analysis of rat pancreatic islet gene mRNA levels after culture in low-, intermediate- and high-glucose concentrations. Diabetologia. 2009;52(3):463–76. 10.1007/s00125-008-1245-z 19165461

[4] Bonner-WeirS, DeeryD, LeahyJL, WeirGC. Compensatory growth of pancreatic beta-cells in adult rats after short-term glucose infusion. Diabetes. 1989;38(1):49–53. 264243410.2337/diab.38.1.49

[5] DelmeireD, FlamezD, MoensK, HinkeSA, Van SchravendijkC, PipeleersD, et al Prior in vitro exposure to GLP-1 with or without GIP can influence the subsequent beta cell responsiveness. Biochem Pharmacol. 2004;68(1):33–9.: 10.1016/j.bcp.2004.02.035 15183115

[6] DruckerDJ. Glucagon-like peptides: regulators of cell proliferation, differentiation, and apoptosis. Mol Endocrinol. 2003;17(2):161–71. 1255474410.1210/me.2002-0306

[7] PolonskyKS. Dynamics of insulin secretion in obesity and diabetes. Int J Obes Relat Metab Disord. 2000;24 Suppl 2:S29–31. 1099760410.1038/sj.ijo.0801273

[8] KasayamaS, OtsukiM, TakagiM, SaitoH, SumitaniS, KouharaH, et al Impaired beta-cell function in the presence of reduced insulin sensitivity determines glucose tolerance status in acromegalic patients. Clin Endocrinol (Oxf). 2000;52(5):549–55. 1079233310.1046/j.1365-2265.2000.00986.x

[9] ParsonsJA, BreljeTC, SorensonRL. Adaptation of islets of Langerhans to pregnancy: increased islet cell proliferation and insulin secretion correlates with the onset of placental lactogen secretion. Endocrinology. 1992;130(3):1459–66. 153730010.1210/endo.130.3.1537300

[10] SchraenenA, de FaudeurG, ThorrezL, LemaireK, Van WichelenG, GranvikM, et al mRNA expression analysis of cell cycle genes in islets of pregnant mice. Diabetologia. 2010;53(12):2579–88. 10.1007/s00125-010-1912-8 20886204PMC2974927

[11] SchraenenA, LemaireK, de FaudeurG, HendrickxN, GranvikM, Van LommelL, et al Placental lactogens induce serotonin biosynthesis in a subset of mouse beta cells during pregnancy. Diabetologia. 2010;53(12):2589–99. 10.1007/s00125-010-1913-7 20938637PMC2974930

[12] RieckS, WhiteP, SchugJ, FoxAJ, SmirnovaO, GaoN, et al The transcriptional response of the islet to pregnancy in mice. Mol Endocrinol. 2009;23(10):1702–12. 10.1210/me.2009-0144 19574445PMC2754894

[13] KimH, ToyofukuY, LynnFC, ChakE, UchidaT, MizukamiH, et al Serotonin regulates pancreatic beta cell mass during pregnancy. Nat Med. 2010;16(7):804–8. 10.1038/nm.2173 20581837PMC2921604

[14] VasavadaRC, Garcia-OcanaA, ZawalichWS, SorensonRL, DannP, SyedM, et al Targeted expression of placental lactogen in the beta cells of transgenic mice results in beta cell proliferation, islet mass augmentation, and hypoglycemia. J Biol Chem. 2000;275(20):15399–406. 1080977510.1074/jbc.275.20.15399

[15] BreljeTC, ScharpDW, LacyPE, OgrenL, TalamantesF, RobertsonM, et al Effect of homologous placental lactogens, prolactins, and growth hormones on islet B-cell division and insulin secretion in rat, mouse, and human islets: implication for placental lactogen regulation of islet function during pregnancy. Endocrinology. 1993;132(2):879–87. 842550010.1210/endo.132.2.8425500

[16] SorensonRL, BreljeTC. Adaptation of islets of Langerhans to pregnancy: beta-cell growth, enhanced insulin secretion and the role of lactogenic hormones. Horm Metab Res. 1997;29(6):301–7. 10.1055/s-2007-979040 9230352

[17] HuangC, SniderF, CrossJC. Prolactin receptor is required for normal glucose homeostasis and modulation of beta-cell mass during pregnancy. Endocrinology. 2009;150(4):1618–26. 10.1210/en.2008-1003 19036882

[18] Bole-FeysotC, GoffinV, EderyM, BinartN, KellyPA. Prolactin (PRL) and its receptor: actions, signal transduction pathways and phenotypes observed in PRL receptor knockout mice. Endocr Rev. 1998;19(3):225–68. 962655410.1210/edrv.19.3.0334

[19] ClarkeDL, LinzerDI. Changes in prolactin receptor expression during pregnancy in the mouse ovary. Endocrinology. 1993;133(1):224–32. 831957110.1210/endo.133.1.8319571

[20] KellyPA, PosnerBI, TsushimaT, FriesenHG. Studies of insulin, growth hormone and prolactin binding: ontogenesis, effects of sex and pregnancy. Endocrinology. 1974;95(2):532–9. 436922410.1210/endo-95-2-532

[21] MoldrupA, PetersenED, NielsenJH. Effects of sex and pregnancy hormones on growth hormone and prolactin receptor gene expression in insulin-producing cells. Endocrinology. 1993;133(3):1165–72. 836535910.1210/endo.133.3.8365359

[22] LemaireK, RavierMA, SchraenenA, CreemersJW, Van de PlasR, GranvikM, et al Insulin crystallization depends on zinc transporter ZnT8 expression, but is not required for normal glucose homeostasis in mice. Proc Natl Acad Sci U S A. 2009;106(35):14872–7. 10.1073/pnas.0906587106 19706465PMC2736467

[23] BinartN, HellocoC, OrmandyCJ, BarraJ, Clement-LacroixP, BaranN, et al Rescue of preimplantatory egg development and embryo implantation in prolactin receptor-deficient mice after progesterone administration. Endocrinology. 2000;141(7):2691–7. 1087527510.1210/endo.141.7.7568

[24] BonannoJA, SrinivasSP. Cyclic AMP activates anion channels in cultured bovine corneal endothelial cells. Exp Eye Res. 1997;64(6):953–62. 10.1006/exer.1997.0290 9301476

[25] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, ScherfU, et al Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics. 2003;4(2):249–64. 10.1093/biostatistics/4.2.249 12925520

[26] Bengtsson H, Simpson K, Bullard J, Hansen K. aroma.affymetrix: A generic framework in R for analyzing small to very large Affymetrix data sets in bounded memory. Berkeley: University of California, Statistics Do; 2008 February 2008. Report No.

[27] SmythGK. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol. 2004;3:Article3 10.2202/1544-6115.1027 16646809

[28] BenjaminiY, HochbergY. Controlling the False Discovery Rate—a Practical and Powerful Approach to Multiple Testing. J Roy Stat Soc B Met. 1995;57(1):289–300.

[29] SaeedAI, BhagabatiNK, BraistedJC, LiangW, SharovV, HoweEA, et al TM4 microarray software suite. Methods Enzymol. 2006;411:134–93. 10.1016/S0076-6879(06)11009-5 16939790

[30] PfafflMW. A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res. 2001;29(9):e45 1132888610.1093/nar/29.9.e45PMC55695

[31] In't VeldP, LievensD, De GrijseJ, LingZ, Van der AuweraB, Pipeleers-MarichalM, et al Screening for insulitis in adult autoantibody-positive organ donors. Diabetes. 2007;56(9):2400–4. 10.2337/db07-0416 17563060

[32] RoysterM, DriscollP, KellyPA, FreemarkM. The prolactin receptor in the fetal rat: cellular localization of messenger ribonucleic acid, immunoreactive protein, and ligand-binding activity and induction of expression in late gestation. Endocrinology. 1995;136(9):3892–900. 764909710.1210/endo.136.9.7649097

[33] SorensonRL, StoutLE. Prolactin receptors and JAK2 in islets of Langerhans: an immunohistochemical analysis. Endocrinology. 1995;136(9):4092–8. 764911710.1210/endo.136.9.7649117

[34] WiemersDO, ShaoLJ, AinR, DaiG, SoaresMJ. The mouse prolactin gene family locus. Endocrinology. 2003;144(1):313–25. 1248836010.1210/en.2002-220724

[35] FreemarkM, AvrilI, FleenorD, DriscollP, PetroA, OparaE, et al Targeted deletion of the PRL receptor: effects on islet development, insulin production, and glucose tolerance. Endocrinology. 2002;143(4):1378–85. 1189769510.1210/endo.143.4.8722

[36] AuffretJ, FreemarkMS, CarreN, MathieuY, Tourrel-CuzinC, LombesM, et al Defective prolactin signaling impairs pancreatic beta cell development during the perinatal period. Am J Physiol Endocrinol Metab. 2013 10.1152/ajpendo.00636.2012 PMC384021324064341

[37] KlattAR, BeckerAK, NeacsuCD, PaulssonM, WagenerR. The matrilins: modulators of extracellular matrix assembly. Int J Biochem Cell Biol. 2011;43(3):320–30. 10.1016/j.biocel.2010.12.010 21163365

[38] SorensonRL, JohnsonMG, ParsonsJA, SheridanJD. Decreased glucose stimulation threshold, enhanced insulin secretion, and increased beta cell coupling in islets of prolactin-treated rats. Pancreas. 1987;2(3):283–8. 330666210.1097/00006676-198705000-00006

[39] BreljeTC, SorensonRL. Nutrient and hormonal regulation of the threshold of glucose-stimulated insulin secretion in isolated rat pancreases. Endocrinology. 1988;123(3):1582–90. 10.1210/endo-123-3-1582 3042373

[40] Cozar-CastellanoI, WeinstockM, HaughtM, Velazquez-GarciaS, SipulaD, StewartAF. Evaluation of beta-cell replication in mice transgenic for hepatocyte growth factor and placental lactogen: comprehensive characterization of the G1/S regulatory proteins reveals unique involvement of p21cip. Diabetes. 2006;55(1):70–7. 16380478

[41] Ohara-ImaizumiM, KimH, YoshidaM, FujiwaraT, AoyagiK, ToyofukuY, et al Serotonin regulates glucose-stimulated insulin secretion from pancreatic beta cells during pregnancy. Proc Natl Acad Sci U S A. 2013;110(48):19420–5. 10.1073/pnas.1310953110 24218571PMC3845121

[42] DifF, SaunierE, DemeneixB, KellyPA, EderyM. Cytokine-inducible SH2-containing protein suppresses PRL signaling by binding the PRL receptor. Endocrinology. 2001;142(12):5286–93. 10.1210/endo.142.12.8549 11713228

[43] JiaoY, RieckS, Le LayJ, KaestnerKH. CISH has no non-redundant functions in glucose homeostasis or beta cell proliferation during pregnancy in mice. Diabetologia. 2013;56(11):2435–45. 10.1007/s00125-013-3014-x 23949579PMC3816496

[44] SchraderJ, RennekampW, NiebergallU, SchoppetM, JahrH, BrendelMD, et al Cytokine-induced osteoprotegerin expression protects pancreatic beta cells through p38 mitogen-activated protein kinase signalling against cell death. Diabetologia. 2007;50(6):1243–7. 10.1007/s00125-007-0672-6 17443309

[45] ToffoliB, BernardiS, CandidoR, SabatoN, CarrettaR, CoralliniF, et al Osteoprotegerin induces morphological and functional alterations in mouse pancreatic islets. Molecular and cellular endocrinology. 2011;331(1):136–42. 10.1016/j.mce.2010.08.019 20832449

[46] MatsumotoA, MasuharaM, MitsuiK, YokouchiM, OhtsuboM, MisawaH, et al CIS, a cytokine inducible SH2 protein, is a target of the JAK-STAT5 pathway and modulates STAT5 activation. Blood. 1997;89(9):3148–54. 9129017

[47] HuangC. Wild-type offspring of heterozygous prolactin receptor-null female mice have maladaptive beta-cell responses during pregnancy. J Physiol. 2013;591(Pt 5):1325–38. 10.1113/jphysiol.2012.244830 23247113PMC3607874

[48] GoffinV, BinartN, TouraineP, KellyPA. Prolactin: the new biology of an old hormone. Annu Rev Physiol. 2002;64:47–67. 10.1146/annurev.physiol.64.081501.131049 11826263

[49] BarkleyMS, GeschwindII, BradfordGE. The gestational pattern of estradiol, testosterone and progesterone secretion in selected strains of mice. Biology of reproduction. 1979;20(4):733–8. 45476310.1095/biolreprod20.4.733

[50] NadalA, Alonso-MagdalenaP, SorianoS, RoperoAB, QuesadaI. The role of oestrogens in the adaptation of islets to insulin resistance. J Physiol. 2009;587(Pt 21):5031–7. 10.1113/jphysiol.2009.177188 19687125PMC2790246

[51] Le MayC, ChuK, HuM, OrtegaCS, SimpsonER, KorachKS, et al Estrogens protect pancreatic beta-cells from apoptosis and prevent insulin-deficient diabetes mellitus in mice. Proc Natl Acad Sci U S A. 2006;103(24):9232–7. 10.1073/pnas.0602956103 16754860PMC1482595

[52] JacovettiC, AbderrahmaniA, ParnaudG, JonasJC, PeyotML, CornuM, et al MicroRNAs contribute to compensatory beta cell expansion during pregnancy and obesity. J Clin Invest. 2012;122(10):3541–51. 10.1172/JCI64151 22996663PMC3461923

[53] SharmaS, EghbaliM. Influence of sex differences on microRNA gene regulation in disease. Biology of sex differences. 2014;5(1):3 10.1186/2042-6410-5-3 24484532PMC3912347

[54] EizirikDL, PipeleersDG, LingZ, WelshN, HellerstromC, AnderssonA. Major species differences between humans and rodents in the susceptibility to pancreatic beta-cell injury. Proc Natl Acad Sci U S A. 1994;91(20):9253–6. 793775010.1073/pnas.91.20.9253PMC44790

[55] De VosA, HeimbergH, QuartierE, HuypensP, BouwensL, PipeleersD, et al Human and rat beta cells differ in glucose transporter but not in glucokinase gene expression. J Clin Invest. 1995;96(5):2489–95. 10.1172/JCI118308 7593639PMC185903

# Supplementary material for: Prolactin Receptors and Placental Lactogen Drive Male Mouse Pancreatic Islets to Pregnancy-Related mRNA Changes
**Source:** PLoS One. 2015 Mar 27;10(3):e0121868. doi: 10.1371/journal.pone.0121868
**Supplement:** S1 Table

**Table S1: primers and probes for quantitative RT-PCR.**

| **Gene** | **Primer/probe** | **Sequence** |
| --- | --- | --- |
| *Car8* | Forward primer | 5′-AGGATATTCAATATAAGGGAA-3′ |
|  | Probe | 5′-(6-FAM)TAATCCTAACACTTTATTACCAGACCCTCT(TAMRA)-3′ |
|  | Reverse primer | 5′-CTTCATAGACCCAGTAAT-3′ |
| *Cish* | Forward primer | 5′- AAGGTGCTAGACCCTGA -3′ |
|  | Probe | 5′-(6-FAM)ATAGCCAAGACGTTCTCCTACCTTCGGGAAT(TAMRA)-3′ |
|  | Reverse primer | 5′- CTCGCTGGCTGTAATAGAA-3′ |
| *Cldn8* | Forward primer | 5′-TGGTGGATGTGGCCCTAAA-3′ |
|  | Probe | 5′-(6-FAM)GAGGGCTTCTCCCAGCTCGCG(TAMRA)-3′ |
|  | Reverse primer | 5′-CGCTGTGGTCCAGCCTATGT-3′ |
| *Ehhadh* | Forward primer | 5′-AAGCTAGTTTGGACCATACG-3′ |
|  | Probe | 5′-(6-FAM)AGCAAATGACAACTTCTGTGCAGGTGCTGA(TAMRA)-3′ |
|  | Reverse primer | 5′-CTTCTGGTATCGCTGTATTTC-3′ |
| *Gbp8* | Forward primer | 5′- AAGAACGACTTGTGGAT-3′ |
|  | Probe | 5′-(6-FAM)CATGATTCCCTGGAGAAACTACATTATGTC(TAMRA)-3′ |
|  | Reverse primer | 5′- GGATTTGGTGAAGACTTT -3′ |
| *Ivd* | Forward primer | 5′-ATGTGTTGGTAATGGAAGAGA-3′ |
|  | Probe | 5′-(6-FAM)ACTCCAACCTCTGCGTCAACCAGATTGTTC(TAMRA)-3′ |
|  | Reverse primer | 5′-CGATGAACTCACCACTGAT-3′ |
| *Lonrf3* | Forward primer | 5′- AATGCCAGAGAAGGACGAAGA-3′ |
|  | Probe | 5′-(6-FAM)ACACTGGCGGTTCTTCCTCTGGAAAGCAGA(TAMRA)-3′ |
|  | Reverse primer | 5′- AGGATACGCCGAATACCATTCAAT-3′ |
| *Matn2* | Forward primer | 5′-CAACACACCTGGCTCGTA-3′ |
|  | Probe | 5′-(6-FAM)AGCACGGATCAGAAGACTTGCAGAATCCA(TAMRA)-3′ |
|  | Reverse primer | 5′-AGACAAAGGAACCCAGCA-3′ |
| *Neb* | Forward primer | 5′-AAAGGGACAGCCATAC-3′ |
|  | Probe | 5′-(6-FAM)ATACTCCAGAACTTCGCAGAATCAAGAAAG(TAMRA)-3′ |
|  | Reverse primer | 5′- ATCCATTCGATACTTAACCT -3′ |
| *Prlr* | Forward primer | 5′- ATCATTGTGGCCGTTCTCTCT -3′ |
|  | Probe | 5′-(6-FAM) AACCCTTCAAAGCCACTGCCCAGACCAT (TAMRA)-3′ |
|  | Reverse primer  *Prlr-_L_* | 5′- GCACTCAGCAGTTCTTCAGACTTG-3’ |
|  | Reverse primer  *Prlr-_S1_* | 5′- GGGAAGTCAACTGGAGAATAGAACA-3’ |
|  | Reverse primer  *Prlr-_S2_* | 5′- TTTTCAAGTTGCTCTTTGTTGTGAA-3’ |
|  | Reverse primer  *Prlr-_S3_* | 5′- GATCCACCTTGTATTTGCTTGGAG -3′ |
| *Polr2a* | Forward primer | 5′-GCACCACGTCCAATGATATTGTG-3′ |
|  | Probe | 5′-(6-FAM)CTTCCGCACAGCCTCAATGCCCAGT(TAMRA)-3′ |
|  | Reverse primer | 5′-GGAGATGACATGGTACAGTTCTCG-3′ |
| *Tnfrsf11b* | Forward primer | 5′- CATCCAAGACATTGACCTCTGTG-3′ |
|  | Probe | 5′-(6-FAM)AGCAGCTTCGTGCCTTGATGGAGAGCCTG(TAMRA)-3′ |
|  | Reverse primer | 5′- CTTCTGGGCTGATCTTCTTCC-3′ |
| *Tph1* | Forward primer | 5′-TTCCAGGAGAATCATGTGAGC-3′ |
|  | Probe | 5′-(6-FAM)TCAACTGTTCTCGGCTGATGTCGCAGTCA(TAMRA)-3′ |
|  | Reverse primer | 5′-CATAACGTCTTCCTTCGCAGT-3′ |

How the deposited data were processed for this re-analysis (not part of the article)

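Islets of non-pregnant and P9.5 pregnant Prlr+/+ and Prlr-/- mice were measured on 12 Affymetrix arrays, 3 per group. The authors made the values from the raw arrays by robust multichip analysis, which corrects the background, normalizes the probes by quantiles and gives 1 log2 value per probe set. The table holds 1 column per array and its values are rounded to 0.1. The raw arrays were not used, so the authors' background correction and normalization are part of every value. Of the 35511 probe sets, 486 hold the same values in all arrays as an earlier one, and the largest set of equal probe sets has 50 members. Gene symbols came from the annotation of the array, and 21698 were matched through the Entrez identifier to current symbols. The 19938 genes with a probe set of their own do not include Prlr, Ins1 and Ddx3y. No coordinates are given, since the genome build behind the probe sets is not stated in the paper's text.

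The values were analysed in R 4.3.3 with limma 3.58.1. One linear model with 4 group means and no covariate was fitted to all probe sets with lmFit, and the contrasts were tested with eBayes. They were Prlr-/- against Prlr+/+ in non-pregnant mice and at P9.5, P9.5 against non-pregnant in each genotype, and the interaction of pregnancy and genotype. Adjusted p-values are those of Benjamini and Hochberg over all probe sets unless stated otherwise. The 4 groups were fitted together because 3 arrays against 3 leave few degrees of freedom; an exact permutation test of 3 against 3 cannot give a p under 0.10. The replicate numbers of the labels were not used as pairs, since the deviations of arrays with the same number from their group means correlated at over 0.1 in only 7 of 18 pairs and only 1 of 12 arrays was closest to its own number in every other group.

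The choice of tests, thresholds, gene lists, alternatives and named genes was made before the data were examined. The named genes are every gene the paper names, the 10 largest increases and the 10 largest decreases per comparison among called genes whose groups do not overlap, and from each of 28 gene lists the called members and up to 4 with the largest change. The 26 lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The calling was tested on simulated data with 200 changed probe sets in the P9.5 comparison: 43% were recovered at a true log2 change of 0.7, 75.5% at 1 and 96.5% at 2, with 4, 5 and 10 false calls.

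The alternatives were a fit of only the 2 groups compared, a replicate block, leaving out each array in turn, leaving out the dimmest 40% of probe sets, keeping probe sets with a gene symbol, median centring, quantile normalization, an intensity trend with a robust prior, array weights and other fold change minimums. Added noise of up to 0.05, the size of the rounding, and equal probe sets counted once were chosen after the data were seen. The transplanted islets, the cultured islets, the quantitative RT-PCR and the C57BL/6J islets have no values in this table and were left out.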

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

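The tests of male tissue, of the hybridisation of the whole array, of a batch, of acinar tissue in the Prlr-/- calls, of the distinct genes among the pregnancy calls and of the shared sequence of the Ifnz probe sets were chosen after the result was seen.

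The effect of pregnancy differed between the genotypes for 28 probe sets in the interaction test of limma, 0 of them more positive in Prlr-/- islets (1513 were at an unadjusted p under 0.05, and 1985 the other way). The pellet of the pregnant Prlr-/- mice cannot be separated from the genotype in this test. Under some alternatives the calls went both ways. With probe sets that carry a gene symbol, 33 were more positive and 100 more negative. The numbers were 13 and 68 with array weights and 9 and 54 without the dim probe sets. With median centring they were 0 and 21, all in the direction of the main fit. The largest interaction log2 fold changes of called genes with a name were -3.37 for Cldn8, -2.43 for Ifnz, -2.40 for Apobec1, -2.27 for Gdf3, -2.23 for Tph2, -1.90 for Socs2, -1.77 for Lonrf3, -1.67 for Car8, -1.60 for B3galnt1 and -1.53 for Rbmx2. Of 100 splits of the genotypes within each stage, drawn from 200 possible ones, 2 gave as many calls, the real one included, a share under 0.05. The highest other split also gave 28 calls; it kept the genotypes at P9.5 apart and mixed those of the non-pregnant arrays.

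From the non-pregnant state to P9.5, 3528 probe sets changed in Prlr+/+ and 5159 in Prlr-/- islets. The paper's text does not give these counts over all probe sets for these mice. Counting equal probe sets once left 93.4% of the Prlr+/+ calls, which decides nothing because only 486 probe sets equal an earlier one; the calls name 1674 distinct genes through probe sets with 1 symbol, 47.4% of the number of calls, which argues against a few repeated sequences as the whole cause. With the acinar mean of each array as a covariate, 86.4% of the count was left in Prlr+/+ islets, which argues against acinar tissue as the whole cause there. In Prlr-/- islets 53% was left (2734 calls, 2530 of them among the first), so that acinar tissue may account for part of these calls (Cela3b, an abundant acinar elastase, went from 11.53 to 9.67). For the calls as a whole, a hybridisation batch and pregnancy cannot be told apart, since the labels give no batch. Probe sets without a gene name were called 1.07 times as often as named ones in Prlr+/+ and 1.33 times in Prlr-/- islets. These ratios decide nothing, because either cause can change both named and unnamed probe sets. A batch shared by both genotypes would move the 12 signature genes in both. Their median log2 fold change was 1.53 in Prlr+/+ and 0.07 in Prlr-/- islets. They differed as a set in the interaction (camera with an estimated correlation, adjusted p = 7.4e-05). For these genes, the values argue against such a batch. Across all probe sets the effects of pregnancy in the genotypes correlated at r = 0.803, which either cause can give. For the other calls, the biology of pregnancy stays open beside a batch.

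In non-pregnant Prlr-/- islets, all 19 probe sets that name Ifnz were higher. Their median correlation across the 12 arrays, 0.995, follows from the shared difference between the groups and decides nothing. With the group means taken out, their 13 distinct sets of values correlate at a median of 0.934 (lowest 0.804), against 0.153 with the other called probe sets, which is consistent with 1 sequence family read by several probe sets, so that they may be a single signal. The interferon and GBP genes did not move with them: the upper quartile of their log2 fold changes was -0.02, which argues against an interferon response. The paper gives the same strain background for both genotypes and calls the pregnant wild-type mice littermates. A remaining difference in background was not tested.

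Xist lay at 3.8 in Prlr+/+ P9.5 replicate 2 and at 10 to 10.7 in the other 11 arrays. The mean of the Y-linked genes Kdm5d, Eif2s3y and Uty was 0.01 above that of the other arrays, which argues against male tissue, and all 11 other arrays correlate less with their own group, which argues against a poor array. The median difference of 5 genes that escape X inactivation from the rest of the group was -0.05, inside the -0.20 to 0.20 of the other arrays, so that the spread is too wide to decide on a single X chromosome in this mouse; Kdm6a alone was lower by a log2 difference of -0.65, which another array reached too. Without this array, 63 probe sets were called between the genotypes at P9.5 and 8 signature genes, with Matn2 gained and Cish lost.

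The splits of 3 arrays against 3 number 10, too few for a share under 0.05 (1 split, the real one, had as many calls in each). The real count and the highest of the other splits were 36 and 1 in non-pregnant mice, 82 and 1 at P9.5, 3528 and 0 for pregnancy in Prlr+/+ islets and 5159 and 1 for pregnancy in Prlr-/- islets.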

How the results depend on the processing

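Added rounding noise and equal probe sets counted once were chosen after the data were seen. The cause was not tested, except where fewer probe sets or samples or another fold change minimum is itself the change. Of 288 values of single genes other than Tph1, 168 kept their direction and side of the threshold under all alternatives. Under at least 1 alternative 117 lost their call, 0 reversed, and the rest only gained a call. Tph1 is given below. Fitting only the 2 groups compared called 0 probe sets in non-pregnant mice (4047 at an unadjusted p under 0.05 in limma) and 39 at P9.5. Probe sets with a gene symbol alone gave 88 in non-pregnant mice, 133 in the interaction, and 2329 (Prlr+/+) and 3112 (Prlr-/-) for pregnancy. With no fold change minimum, 7745 (Prlr+/+) and 11846 (Prlr-/-) probe sets differed between the stages. With a fold change of at least 2 they numbered 998 and 1493, and 41 differed at P9.5 between the genotypes. The interaction gave 63 without the dim probe sets, 45 after quantile normalization and 81 with array weights. The signature genes that rose in Prlr-/- islets were 2 with median centring or array weights, 3 with no fold change minimum and 0 at a fold change of at least 2; in the interaction 11 passed when adjusted over the list alone. With an estimated correlation camera called 0 gene lists in non-pregnant mice (0 at an unadjusted p under 0.05), 1 at P9.5, 1 for pregnancy in Prlr+/+ and 0 in Prlr-/- islets (1 at an unadjusted p under 0.05); fry called 0 in non-pregnant mice (2 at an unadjusted p under 0.05), 2 at P9.5, and 13 and 11 for pregnancy in Prlr+/+ and Prlr-/- islets. The correlation of the effects of pregnancy was 0.829 without the dim probe sets. Median centring moved the share of higher probe sets from 57.7 to 70.2% in Prlr+/+ and from 51.2 to 76.2% in Prlr-/- islets, and the median of all log2 fold changes in Prlr-/- from -0.067 to 0.1, to which small changes in that genotype are relative. With a block for the replicate number the counts were 29 (non-pregnant), 67 (P9.5), 23 (interaction), 3606 and 5269.

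Leaving out 1 array at a time gave 24 to 172 calls in non-pregnant mice (172 without Prlr+/+ NP replicate 2), 47 to 85 at P9.5 (51 without Prlr+/+ P9.5 replicate 1, 47 without Prlr-/- P9.5 replicate 1 and 49 without Prlr-/- P9.5 replicate 3), 2763 to 3964 and 4075 to 5979 for pregnancy in Prlr+/+ and Prlr-/- islets, and 16 to 38 in the interaction (16 without Prlr-/- P9.5 replicate 3). Signature genes lower at P9.5 numbered 6 to 9, higher in pregnancy 11 to 11 (Prlr+/+) and 0 to 2 (Prlr-/-; 0 without Prlr-/- NP replicate 2 or Prlr-/- P9.5 replicate 1, 2 without Prlr-/- NP replicate 3 or Prlr-/- P9.5 replicate 3), and in the interaction 4 to 6. Gene lists numbered 3 to 7 in non-pregnant mice (3 without Prlr-/- NP replicate 3), 9 to 13 at P9.5, 8 to 11 and 8 to 10 for pregnancy. The gap between the genotypes in the clustering was 3.05 to 4.49, the correlation of the effects of pregnancy 0.755 to 0.803, and the log2 fold change of Tph1 -0.15 to -0.05 between the genotypes at P9.5 and -0.02 to 0.08 for pregnancy in Prlr+/+ islets (-0.02 without Prlr+/+ P9.5 replicate 3). What the signal over background limits is unknown, since the table holds no background values. As a guide, the Y-linked genes Kdm5d, Eif2s3y and Uty read 3.1 to 4.6 in these female islets. Tph1 lay near that level, at 4.4 to 4.7, so a small change of Tph1 may not show.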

Differences from the paper's values

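The paper's count of genes that differ between the genotypes at P9.5 is 54, at the same thresholds over a shorter list of probe sets, and 66 were found here over all probe sets; the paper's count of lower signature genes is 11 and 8 were found. In the main fit neither differs by more than 1.5 times. Both did with only the 2 groups compared (29 genes, 6 signature genes) and at a fold change of at least 2 (33 and 7). The gene count also did with array weights (94) and with probe sets that carry a gene symbol (102). The signature count also did without Prlr+/+ P9.5 replicate 1 (6), Prlr-/- P9.5 replicate 1 (7) or Prlr-/- P9.5 replicate 3 (6).

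The paper states that Tnfrsf11b, Gbp8 and Matn2 were lower in Prlr-/- islets at P9.5. Their log2 fold changes here were -1.20, -1.17 and -1.13, in the paper's direction, with adjusted p-values of 0.053, 0.0689 and 0.0909 in limma. All of the paper's genes, 11, were called without the dim probe sets, with probe sets that carry a gene symbol only, with array weights, or when adjusted over the list alone, and 9 with median centring (with Gbp8) or without Prlr+/+ P9.5 replicate 3 (with Tnfrsf11b). Matn2 was also called without Prlr+/+ P9.5 replicate 2. These alternatives were set before the data were examined. The paper's abstract reports no significant induction of the signature genes in Prlr-/- mice at P9.5. Here Ehhadh was called higher at P9.5 than in non-pregnant Prlr-/- islets (log2 fold change 0.63, adjusted p = 0.00442 from limma). That call was lost without Prlr-/- NP replicate 2 or Prlr-/- P9.5 replicate 1.

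The paper states that Prlr was the only gene that differed between non-pregnant islets of the 2 genotypes. Here 36 probe sets were called, with 2 named genes, Ifnz and Gas5, and the annotation names no probe set for Prlr. The 3 lower probe sets carry no gene name, with log2 fold changes down to -2.40 and -2.23. The annotation cannot tell whether any measures Prlr. The 2 with these values were also lower in Prlr-/- islets at P9.5 (-3.37 and -3.13). Their Prlr+/+ means were 9.17 and 9.07 in non-pregnant and 10.93 and 10.50 in pregnant mice. The paper cites a rise of the receptor in pregnancy, so both are candidates for its Prlr difference. With only the 2 groups compared, 0 probe sets were called between non-pregnant islets in limma (4047 at an unadjusted p under 0.05). Other alternatives went the other way. Probe sets with a gene symbol alone gave 88 calls, which name 24 genes. Without Prlr+/+ NP replicate 2 there were 172 calls, which name 12 genes.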

Other observations

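Of 22 genes of branched-chain amino acid breakdown, 9 rose in Prlr+/+ and 8 in Prlr-/- islets and 0 fell, with the same counts when adjusted over the list alone and 0 lower at an unadjusted p under 0.05 in limma. Dld, a subunit shared by mitochondrial dehydrogenases, rose by log2 fold changes of 1.10 (standard error 0.104, n = 3 arrays per group) and 1.07, and Pcca, a subunit of propionyl-CoA carboxylase, by 0.80 and 0.77. Of 22 genes of lipid and cholesterol synthesis, 6 and 9 rose, among them Idi1 (1.03 and 1.37) and Lss (0.87 and 1.10), enzymes of the cholesterol pathway. Of 24 endoplasmic reticulum stress genes, 6 and 9 rose, among them the chaperone Hspa5 (0.77 and 0.97). Of 24 interferon and GBP genes, 5 and 3 rose, with Gbp7 at 1.03 and 0.73, and of 25 fatty acid oxidation genes 4 and 3, with Hadhb at 1.03 and 0.93. Of 39 cell cycle genes, 3 rose in Prlr+/+ (Pcna by 1.03, Ccne2 by 0.70 and Rrm1 by 0.63) and 14 in Prlr-/- islets (Top2a by 1.43 and Mki67, a marker of dividing cells, by 0.83; the Prlr-/- P9.5 replicate 3 array stands apart, with a list mean of 6.21 against 5.69 and 5.84 in the other 2), while 0 passed the interaction test of limma (0 adjusted over the list alone, 2 higher in Prlr-/- islets at an unadjusted p under 0.05; camera adjusted p = 0.0004, adjusted p = 0.69 with an estimated correlation). The counts were the same when adjusted over the list alone in all 6 lists. In camera they were higher in both genotypes, and none held with an estimated correlation (in Prlr+/+ islets the adjusted p-values were 0.16, 0.45, 0.45, 0.42, 0.55 and 0.66 in the order given, and in Prlr-/- islets 0.38, 0.52, 0.52, 0.52, 0.59 and 0.52). Fry, in contrast, called the first 5 as higher in Prlr+/+ islets (adjusted p = 4.4e-05, 0.008, 0.01, 0.0054 and 0.0088; 0.15 for the cell cycle) and all 6 in Prlr-/- islets (adjusted p = 8.1e-05, 0.00055, 0.0059, 0.0059, 0.0072 and 0.012). Beside them in Prlr-/- islets, 15 of 27 acinar markers fell and 1 rose (24 and 1 when adjusted over the list alone), with Cela1, an elastase, at -1.77 and Cel, a lipase, at -1.67 (camera adjusted p = 2.3e-06, adjusted p = 0.59 with an estimated correlation). In Prlr+/+ islets 0 acinar markers fell in limma (0 at an unadjusted p under 0.05), with a median of -0.47, and the transcription factor Bhlha15 rose by 0.77.

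In Prlr+/+ islets the endothelial markers Plvap and Eng fell (both -0.67, 2 of 20; camera adjusted p = 0.019, adjusted p = 0.45 with an estimated correlation), as did Sparc of 20 stromal markers (-0.63; 0.02 and 0.67). In Prlr-/- islets the endothelial markers Emcn (0.77) and Tek (0.63) rose and 0 fell (3 were lower at an unadjusted p under 0.05 in limma; camera adjusted p = 0.9). Of 25 beta cell genes 4 rose, with the prohormone convertase Pcsk1 at 0.77 and Neurod1 at 0.63, and 3 fell, the transcription factors Nkx6-1 (-0.73), Mafa (-0.67) and Nkx2-2 (-0.60); in Prlr-/- islets 2 rose, Neurod1 (0.63) and Ucn3 (0.60), and 0 fell (4 were lower at an unadjusted p under 0.05 in limma). Of 18 steroid receptor targets 3 fell in Prlr+/+ and 4 in Prlr-/- islets, with Zbtb16 at -1.5 and -1.40 and Fkbp5, which binds the glucocorticoid receptor complex, at -0.93 and -0.80 (in Prlr-/- islets camera adjusted p = 0.041, adjusted p = 0.59 with an estimated correlation). Of 10 heat shock genes 2 rose in each genotype, Hspe1 (0.87 and 1.03) and Dnaja1 (0.73 and 0.60), and camera called the list in Prlr-/- islets (adjusted p = 0.019, adjusted p = 0.64 with an estimated correlation). Of 10 reference genes 5 rose and 1 fell in Prlr+/+ and 3 rose in Prlr-/- islets (camera adjusted p = 0.02 and 0.0049, and as adjusted p with an estimated correlation 0.45 and 0.52). Polr2a, to which the paper's quantitative RT-PCR is normalized, was the one that fell in Prlr+/+ islets (-0.67, adjusted p = 0.00794 from limma); in Prlr-/- islets it was at -0.53 (adjusted p = 0.0162), under the fold change minimum. Its direction held under median centring and quantile normalization. Of the lists in this paragraph fry called the endothelial markers as lower in Prlr+/+ islets (adjusted p = 0.0064), and in Prlr+/+ and Prlr-/- islets the steroid receptor targets as lower (0.046 and 0.021) and the reference genes as higher (0.0054 and 0.001).

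Among the lists that camera did not call for pregnancy in either genotype, 4 of 27 genes of prolactin receptor signalling rose and 3 fell in Prlr+/+ islets, with Socs2 at 1.97 and Bcl6 at -1.13, and 1 rose and 1 fell in Prlr-/- islets, where Bcl6 was at 0.77. Of the 20 serotonin genes 4 rose in Prlr-/- islets, with Maob at 0.90, and of 14 markers of other islet endocrine cells Slc38a5 alone (0.77) in Prlr-/- islets. Of 14 ductal markers 2 fell in each genotype, Krt7 (-0.80) and Krt8 (-0.60) in Prlr+/+ and Tff2 (-1.27) and Muc1 (-0.90) in Prlr-/- islets. The immune list had Cd74 at -0.77 in Prlr+/+ and H2-Aa at 0.63 in Prlr-/- islets as its only calls among 28, the immediate early list had Jun alone of 20 (0.90 and 0.83; 0 adjusted over the list alone), the neural and Schwann list had Cdh19 alone of 7 in Prlr-/- islets (0.83), and of 17 neighbours of Prlr 2 and 3 rose, with Brix1 at 1.03 and 0.97. In the extracellular matrix and junctions list 2 rose and 3 fell in Prlr+/+ islets (Hspg2 -0.77). No member of the lists of amino acid and one-carbon supply, adipocyte markers or the regenerating family passed in limma in either genotype (0 of 18, 7 and 7). At an unadjusted p under 0.05, 3 of the amino acid genes were higher and 3 lower and 1 adipocyte marker lower in Prlr+/+ islets, and 4 amino acid genes were higher and 4 adipocyte markers and 2 of the regenerating family lower in Prlr-/- islets. Of the lists in this paragraph fry called the ductal markers as lower (adjusted p = 0.0054 in Prlr+/+ and 0.035 in Prlr-/- islets), the neighbours of Prlr as higher (0.007 and 0.0059), the serotonin genes as higher and the matrix and junction genes as lower in Prlr+/+ islets (0.027 and 0.033), and the adipocyte markers as lower in Prlr-/- islets (0.035). The lists of erythroid and sex-linked genes had 2 and 4 measured members and were not tested.

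The effects of pregnancy in the genotypes, which share no array, correlated at r = 0.803 across probe sets (Spearman 0.732; probe sets are not independent replicates). Of the calls, 1347 were higher and 977 lower in both genotypes and 6 were opposite, against 151 and 106 for independent draws. The first principal component held 54.4% of the variance and parted the non-pregnant from the P9.5 arrays. The SD of the log2 values within an array was 1.74 to 1.80 in non-pregnant and 1.83 to 1.88 in P9.5 arrays.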
